# Integrative phenotyping analyses reveal the relevance of the phyB-PIF4 pathway in *Arabidopsis thaliana* reproductive organs at high ambient temperature

**DOI:** 10.1186/s12870-024-05394-w

**Published:** 2024-07-29

**Authors:** Shekoufeh Ebrahimi Naghani, Ján Šmeringai, Barbora Pleskačová, Tereza Dobisová, Klára Panzarová, Markéta Pernisová, Hélène S. Robert

**Keywords:** Arabidopsis, Automatic phenotyping, PIF4, Pistils, phyB, Pollen tube guidance, Seeds, Thermomorphogenesis

## Abstract

**Background:**

The increasing ambient temperature significantly impacts plant growth, development, and reproduction. Uncovering the temperature-regulating mechanisms in plants is of high importance, for increasing our fundamental understanding of plant thermomorphogenesis, for its potential in applied science, and for aiding plant breeders in improving plant thermoresilience. Thermomorphogenesis, the developmental response to warm temperatures, has been primarily studied in seedlings and in the regulation of flowering time. PHYTOCHROME B and PHYTOCHROME-INTERACTING FACTORs (PIFs), particularly PIF4, are key components of this response. However, the thermoresponse of other adult vegetative tissues and reproductive structures has not been systematically evaluated, especially concerning the involvement of phyB and PIFs.

**Results:**

We screened the temperature responses of the wild type and several phyB-PIF4 pathway *Arabidopsis* mutant lines in combined and integrative phenotyping platforms for root growth in soil, shoot, inflorescence, and seed. Our findings demonstrate that phyB-PIF4 is generally involved in the relay of temperature signals throughout plant development, including the reproductive stage. Furthermore, we identified correlative responses to high ambient temperature between shoot and root tissues. This integrative and automated phenotyping was complemented by monitoring the changes in transcript levels in reproductive organs. Transcriptomic profiling of the pistils from plants grown under high ambient temperature identified key elements that may provide insight into the molecular mechanisms behind temperature-induced reduced fertilization rate. These include a downregulation of auxin metabolism, upregulation of genes involved auxin signalling, *miRNA156* and *miRNA160* pathways, and pollen tube attractants.

**Conclusions:**

Our findings demonstrate that phyB-PIF4 involvement in the interpretation of temperature signals is pervasive throughout plant development, including processes directly linked to reproduction.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05394-w.

## Background

Abiotic stresses affect plant growth through physiological, morphological, biochemical, and molecular changes. Among these stresses, warm ambient temperatures affect plant life differently at different growth stages [1, 2]. With the Intergovernmental Panel on Climate Change (IPCC) predicting a global temperature increase of 1.8 °C to 4 °C by 2100 [3], understanding the physiological responses of plants to warmth and the molecular mechanisms involved is crucial for improving high temperature tolerance.

Temperatures above the critical threshold temperature (about 30 °C for most temperate crops) are considered heat stress, which involves severe impairment of cellular functions (membrane fluidity, oxidative stress, protein folding) and may induce cellular death [4]. The response of plants to heat stress is primarily regulated by HEAT SHOCK FACTOR (HSF) transcription factors which orchestrate the expression of downstream regulators [5]. High ambient temperatures (hAT) below this critical threshold temperature induce responses in *Arabidopsis thaliana* resulting in morphological changes collectively referred to as thermomorphogenesis, such as stem elongation, hyponastic leaves, reduced biomass, and accelerated flowering, which help plants dissipate heat and move organs to cooler environments [6, 7]. Thermomorphogenesis is an adaptive mechanism involving transcriptional changes, hormonal reactions, and developmental modifications. The bHLH PHYTOCHROME-INTERACTING FACTOR (PIF) transcription factors, particularly PIF4, play a crucial role in thermomorphogenesis and act as a central hub coordinating signaling pathways and facilitating the plant’s adjustment to environmental conditions [8, 9]. While thermomorphogenesis and heat shock response are distinct thermal responses to a different temperature range, crosstalk between these two processes has been identified with the finding that HSFA1 proteins are required for PIF4-mediated thermomorphogenesis in hAT [10].

The photoreceptor phytochrome B (phyB) serves as a thermosensor [11–13]. Synthesized in its inactive form (phyB-Pr) in the cytoplasm, it converts into an active form (phyB-Pfr) upon absorption of red light and translocates to the nucleus, where it interacts with various transcription factors, including PIFs, to repress gene expression [14, 15]. phyB-Pfr regulates PIF4 abundance and activity in the nucleus by direct interaction and phosphorylation leading to PIF4 proteasomal degradation [16, 17]. Also, phyB-Pfr associates with the PIF4 G-boxes binding site at promoters of temperature-responsive genes, repressing PIF4 transcriptional activity [18]. hAT promotes the thermal reversion of phyB from Pfr to Pr [2, 19] and releases its repression of PIFs. *PIF4* expression is increased at hAT, and PIF4 activates the expression of temperature-responsive genes [20]. PIF4 is critical for temperature-induced morphological responses, including hypocotyl and petiole elongation and leaf hyponasty. These responses are absent in *pif4* mutant plants, except for early flowering [13, 21, 22]. Notably, *pif4* mutants fail to induce the expression of temperature-responsive genes, such as the auxin biosynthetic gene *YUCCA 8* (*YUC8*) and the brassinosteroid biosynthetic gene *DWARF 4* [9, 13, 20, 21]. It highlights the importance of PIF4 in regulating thermomorphogenesis.

Both hAT and heat shock affect different steps of plant reproduction, and consequently the production of viable seeds [23]. Heat shock impairs pollen viability and fertilization in pea [24], rice [25], and chickpea [26]. Heat shock reduces seed yield and quality in wheat [27], rice [28], and chickpea [29]. The long-term effects of hAT during reproduction have been studied in oilseed rape [30, 31] and a few hints of molecular pathways activated to cope with hAT have been listed [32, 33], including response to heat stress, ROS production, and photosynthesis.

We studied the effect of temperature below the stress threshold across all developmental stages and throughout the plant life cycle in *A. thaliana.* We focused on developmental processes that have not been thoroughly studied before, such as adult traits and reproduction organ formation. Through detailed phenotyping techniques of wild-type (Col-0) plants and phyB-PIF pathway mutant lines under normal (nAT) and high (hAT) ambient temperature conditions, we asked whether phyB and PIF4 are also part of the core mechanism that regulates temperature responses in these developmental processes, as they do in seedlings. This study uniquely combines multiple phenotyping approaches: seeds with Boxeed, ovules and embryos with microscopy, roots with Rhizotron, and plants with PlantScreen. We complemented this phenotyping by examining the transcriptomic response in pistils of wild-type, *phyB*, and *35 S::PIF4* plants grown in nAT and hAT to identify the potential regulatory pathways that might explain the reduced fertilization rate of the wild-type plants under hAT.

## Methods

### Plant materials and growing conditions

*Arabidopsis thaliana* seeds from Col-0 (own seed stock), homozygous mutant lines of *pif3-7* (*N66042*, obtained from NASC), *pif4-2* (*N66043*, *sail_1288_E07*, obtained from NASC), *pif7-1 (N68809*, obtained from NASC*)*,* pif7-2 (N71656*,* sail_622_G02*, obtained from NASC*)*,* pif3-3 pif7-1 (N68810*, obtained from NASC*)*,* pifq (N66049*, obtained from NASC; *pif1-1 (sail_256_G07) pif3-7 pif4-2 pif5-3 (N66044*,* salk_087012)*,* phyB-9 (N6217*, obtained from NASC), *35S::PIF4* (kindly provided by Zhi-Yong Wang, Carnegie Institution for Science, Stanford, USA), and *YUC4::3nGFP*, *YUC8::GUS-GFP*, and *TAA1::GFP-TAA1* reporter lines (own seed stock) were used for this study [34–39]. Seeds were sterilized with 20% bleah, washed twice in sterile distilled water, and stratified at 4 °C for 24 h. Plants were either germinated directly in soil (mixture of 2/3 peat moss Substrate 3 [Klasmann-Deilmann GmbH, Germany] and 1/3 vermiculite) or on plates containing MS medium. In plates, plants were grown for ten days at 21 °C with a 16-h light/8-h dark photoperiod and 150 µmol.m^− 2^.s^− 1^ LED illumination before transfer to soil. For all the measurements, plants were grown in a walk-in Fytoscope growth chamber (FS-WI, Photon Systems Instruments (PSI), Czech Republic) under growth conditions with a long-day regime (16 h light/8 h dark), LED illumination with an intensity of 150 µmol.m^− 2^.s^− 1^, and 35–45% humidity. For normal conditions (nAT), the temperature was set at 21 °C during the day and 18 °C at night. For high ambient temperature conditions (hAT), the temperature was set at 28 °C during the day and 24 °C at night.

### Root phenotyping

The rhizotrons (203 × 293 × 29.5 mm, height x width x depth) (PSI, Czech Republic) with a transparent glass plate and a light-protected black sheet cover were filled with cultivation substrate Klasmann TS-3 fine (Klasmann-Deilmann GmbH, Germany) and tilted at 45^o^ with the glass plate facing downwards. Seeds from wild-type Col-0, *pif4*,* phyB*, and *35S::PIF4* lines were sterilized, stratified, and randomly sown in the rhizotrons. Plants were grown in phytotron (PSI, Czech Republic) under long-day conditions with light intensity of 150 µmol.m^− 2^.s^− 1^ and 40–60% relative humidity. After ten days of plant cultivation in nAT, half of the rhizotrons continued in nAT, and the other half in hAT. The soil temperature was measured with a soil temperature sensor Pt1000 with datalogger Microlog T3 (Environmental Measuring Systems Ltd, Czech Republic). The soil temperature was about 1 °C less than the air temperature in all conditions. Regular root phenotyping was performed three times a week using the PlantScreen™ SC System (PSI, Czech Republic) [40] equipped with a bottom-side root imaging unit (GigE PSI BW − 12.36 megapixel camera with 1.1” CMOS sensor) with LED-based light source.

Experiments were conducted in triplicate, with the first replicate consisting of five biological replicates and the following two replicates consisting of eight biological replicates for each genotype/condition. Rhizotron weights were measured prior to watering, and an equal amount of water was added to each tray. Subsequent watering occurred after the system had lost the weight of the added water. Raw data were automatically stored and processed using the PlantScreen™ SC Root Tester software (PSI, Czech Republic). Parameters such as primary root length, lateral root density, and length of the four longest lateral roots were evaluated manually using ImageJ. The Relative Growth Rate (RGR) is calculated as follow: (lengthT2-lengthT1)/(T2-T1).

### Shoot phenotyping

For shoot phenotyping, we examined nine *A. thaliana* lines, including Col-0, *pif3*,* pif4*,* pif7-1*,* pif7-2*,* pif3 pif7*,* pifq*,* phyB*, and *35S::PIF4*, in two experimental conditions (nAT and hAT). Each experiment consisted of 18 replicates per line. After sterilization and stratification, seeds were directly sown in pots (70 mm × 70 mm × 65 mm, Poppelman TEKU, Germany) containing 65 g of freshly sieved soil (Substrate 2, Klasmann-Deilmann GmbH, Germany), watered with 10 ml of water per pot, and grown in nAT for 10 days. All plants were then transferred to a climate-controlled growth chamber (FS-WI, PSI, Czech Republic). Growth conditions for day/night temperature were set at 21/18 °C for nAT and 28/24 °C for hAT. At least 17 plants of each genotype were monitored daily for 50 days in nAT and 42 days in hAT. The phenotyping protocol included multiple analyses, including photosynthesis-related traits using kinetic chlorophyll fluorescence imaging, morphological traits using RGB imaging, and VNIR hyperspectral imaging for reflectance profiling (400–850 nm).

The PlantScreen™ Compact System [41] facilitated the daily transport of trays for phenotypic analyses on conveyor belts from the dark/light acclimation chamber to the light-isolated imaging cabinets and the weighing and watering station, where plants were automatically weighed and watered daily to maintain the soil at a relative water content of 44% feld capacity. Photosynthetic performance was assessed using a light curve protocol (as described in [41]), which quantified the rate of photosynthesis at four different photon irradiances with 60 s intervals of cool white actinic light at 140, 270, 410, and 540 µmol.m^− 2^.s^− 1^ corresponding to L1, L2, L3, and L4, respectively. Raw data were automatically processed using the PlantScreen™ Analyzer software (PSI, Czech Republic).

### Reproductive tissues and embryo phenotyping

Col-0, *pif4*,* pifq*, and *phyB* plants were analyzed to assess reproductive organs and seeds. After sterilization and stratification, all seeds were germinated and grown on plates for approximately two weeks. They were then transferred to soil and grown under nAT until the development of the first flowering bud. Half of the plants of each genotype were then grown in hAT until the end of their life cycle. Anthers were dissected from flower buds one day before anthesis, mounted in Alexander’s staining solution [42], incubated overnight at 50 °C, and observed under a Zeiss Axioscope light microscope. For the ovule analysis, flowers were emasculated one day before anthesis. Two days later, mature ovules (FG7 stage) were dissected from the pistil, stained with 10 µg/mL propidium iodide for five minutes on microscope slides, and observed under a Zeiss LSM 700 laser scanning confocal microscope. Seeds containing embryos of different developmental stages were isolated from the silique and cleared using the ClearSee method [43], stained with Renaissance SR2200, and observed with a Zeiss LSM 700 laser scanning confocal microscope.

### Confocal microscopy in ovules

For auxin biosynthetic gene expression pattern, flowers were emasculated one day before anthesis. Two days later, mature ovules (FG7 stage) were dissected from the pistil, stained with 10 µg/mL propidium iodide on microscope slides for five minutes. Fluorescent signals were observed using a ZEISS 700 microscope equipped with a 25x magnification objective. GFP imaging was performed using 488 nm laser lines.

### Dry seed phenotyping

Non-invasive seed phenotyping analysis was performed using the Boxeed robot (Labdeers, Czech Republic). The seed sorting mode was used to understand the distribution of individual phenotypic traits in the progeny of nAT and hAT grown plants. In this mode, 1,000 seeds were randomly analyzed in two biological replicates. The parameters of individual seeds were analyzed from two orientations with an angular position of the nozzle at 0° and 90°. Seed analysis was performed using the Boxeed software for various seed morphometric parameters, including the seed size (mm^2^), shape (ratio of seed length to area), length (mm), and width (mm). An average of two measurements for each seed was used to calculate seed characteristics.

### Data analysis

The results (multiple pairwise comparisons between different conditions and temperatures) were analyzed using Exact Fisher’s and two-way ANOVA followed by Tukey’s *post hoc* test using Python (Python Software Foundation, https://www.python.org/) in the Pycharm environment (https://www.jetbrains.com/pycharm/). The level of statistical significance was set at *p* ≤ 0.05 for all tests. Statistical analysis is described in the Additional File 2. Graphs for the representation of the phenotyping data were prepared using SuperPlotsOfData (https://huygens.science.uva.nl/SuperPlotsOfData/) [44].

The relative response to hAT for each tissue and parameter was evaluated as a percentage. The Pearson correlation method in Python was used to calculate the correlations between different parameters, resulting in a correlation matrix. To maintain the integrity of the analysis, a significance threshold of a *p*-value of 0.005 (0.5%) was set. This threshold ensured that only correlations with *p*-values below this level were considered significant and included in the graph. The resulting matrix provides valuable insight into the intricate relationships between different tissues and parameters in response to hAT.

### RNA extraction, library construction and RNAseq

Gynoecium samples from flowers at stages 11 and 12 (before anthesis) were collected from wild-type, *phyB* and *35S::PIF4* plants. Plants were cultivated as for the phenotyping of the reproductive organs: grown at nAT until the start of flowering, then kept at nAT or moved to hAT. Total RNA was extracted from 100 mg of pistils using the RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s protocol. RNA isolates were treated with rDNAse (Macherey-Nagel) to remove traces of contaminant DNA and purified using a RNeasy MinElute Cleanup Kit (Qiagen). RNA quality was assessed using a NanoDrop2000 spectrophotometer and agarose gel electrophoresis. Samples, four biological replicates each, were sent to the Novogene Genomic Sequencing Labs (Cambridge Sequencing Center) for sequencing. All samples passed Novogene’s quality control threshold for library preparation and RNA-seq. mRNA-Seq libraries were constructed by Novogene, starting with 100 ng of high-quality RNA per sample. mRNA purification was performed using oligo(dT)-attached magnetic beads, followed by fragmentation and first-strand cDNA synthesis. Second-strand cDNA synthesis, end repair, adapter ligation, and size selection were performed. PCR enrichment yielded in the final cDNA library. Sequencing was conducted on the Illumina NovaSeq platform, generating 150-bp/150-bp paired-end reads. The sequence data have been deposited in the Genbank database under the BioProject PRJNA1091589 (https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1091589). Clean reads were generated by removing adaptor sequences and low-quality reads using fqtools. The reads were mapped to the *Arabidopsis* genome using Araport11 (TAIR10, http://www.arabidopsis.org/). FeatureCounts was used to determine read count for each gene in each sample. The FPKM values were calculated to provide a measure of gene expression levels in each sample.

### Differential gene expression (DE) analysis

Differential gene expression analysis was analyzed by Bioconductor package DESeq2 v1.34.0 [45]. Data generated by DESeq2 with independent filtering were selected for the differential gene expression analysis due to its conservative features and to avoid potential false positives. Genes were considered to be differentially expressed based on a cut-off of adjusted *p*-value < 0.05 and log2(fold-change) ≥ 1 or ≤-1 and a false discovery rate (FDR) < 0.05.

### Gene Ontology and hierarchical clustering

Gene ontology annotation was retrieved from EnsemblPlants, Ensembl BioMarts [46]. Gene enrichment was performed using the R package clusterProfiler [47] on the differentially expressed genes (genes with adjusted *p*-value < 0.05) and separated in up- and down-regulated set. Visualizations were made using ggplot2 [48]. Hierarchical clusters were generated from selected top differentially regulated genes using R package pheatmap v1.0.12 1, volcano plots were produced using ggplot2 v3.3.5 package [48] and MA plots were generated using ggpubr v0.4.0 package 2.

## Results

### High ambient temperature alters the root system architecture with a reduction in the number of emerged lateral roots compensated by their increased elongation

Roots developing in darkness are different from roots growing in light, and this also affects how they respond to temperature [49, 50]. Therefore, we used a light-isolated rhizotron system that allows plants to grow in natural conditions for non-invasive, image-based root phenotyping. To investigate the effects of temperature on root morphology and the possible involvement of the phyB-PIF4 pathway, we phenotyped Col-0, *phyB*, *35S::PIF4*, and *pif4* plants. Lateral and adventitious roots, total root length, primary root length, maximum length of the four longest lateral roots, and root area were measured throughout growth. Root growth patterns responded differently to warm temperatures among genotypes (Fig. 1a). The relative growth rate and length of the primary root were not affected at hAT compared to nAT (Fig. 1b; Additional File 1 – Fig. S1; Additional File 3 – Tables S1, S2), consistent with previous work using a TGRooZ device that mimics natural conditions [50]. However, both *phyB* and *35S::PIF4* displayed a shorter final primary root length under both conditions, significantly shorter only at nAT (Fig. 1b; Additional File 3 – Table S2). Lateral root formation was inhibited at hAT. Wild-type, *phyB*, and *pif4* plants showed reduced lateral root density (number of emerged lateral roots per cm of primary root) at hAT. However, lateral root density was not affected in *35S::PIF4* plants at hAT compared to nAT (Fig. 1c; Additional File 2 – Table S1; Additional File 3 – Table S2). At hAT, the number of lateral roots in wild-type plants was similar to that of *phyB* and *35S::PIF4* at nAT. Although the plants had fewer emerged lateral roots, hAT promoted their elongation in all the genotypes; expect for *phyB* (Fig. 1d). There may be a trade-off between the number of lateral roots and their length. All the genotypes increased the average length of the four longest lateral roots with Col-0 and *pif4* seedlings being the most affected and *35S::PIF4* and *phyB* being the least sensitive to hAT (Fig. 1a and d; Additional File 2 – Table S2; Additional File 3 – Table S2). The opposite effects of hAT on the number of lateral roots and their length did not significantly affect the total root length and root area between nAT and hAT (Additional File 1 – Figs. S2 and S3). However, these values were significantly lower for *phyB* and *35S::PIF4* genotypes under both conditions, resulting in a reduced root system compared to wild-type plants. Furthermore, the temperature increase promoted the induction of adventitious roots in all the genotypes studied. 17.64% of the wild-type and *phyB* plants produced adventitious roots at hAT, while this value decreased to 5.88% for the *PIF4*-modified genotypes (Additional File 3 – Table S2). These changes in (lateral) root length and number alter the root system architecture of plants grown at hAT. We observed that *phyB* and *35S::PIF4* plants under both conditions have a reduced root system compared to wild-type plants (Additional File 1 – Figs. S2 and S3), and that the *phyB* mutants at nAT and wild-type plants under hAT have a similar lateral root density (Fig. 1d). These results suggest that hAT causes alterations in root architecture by decreasing phyB activity, as proposed for hypocotyl growth.

**Fig. 1:**
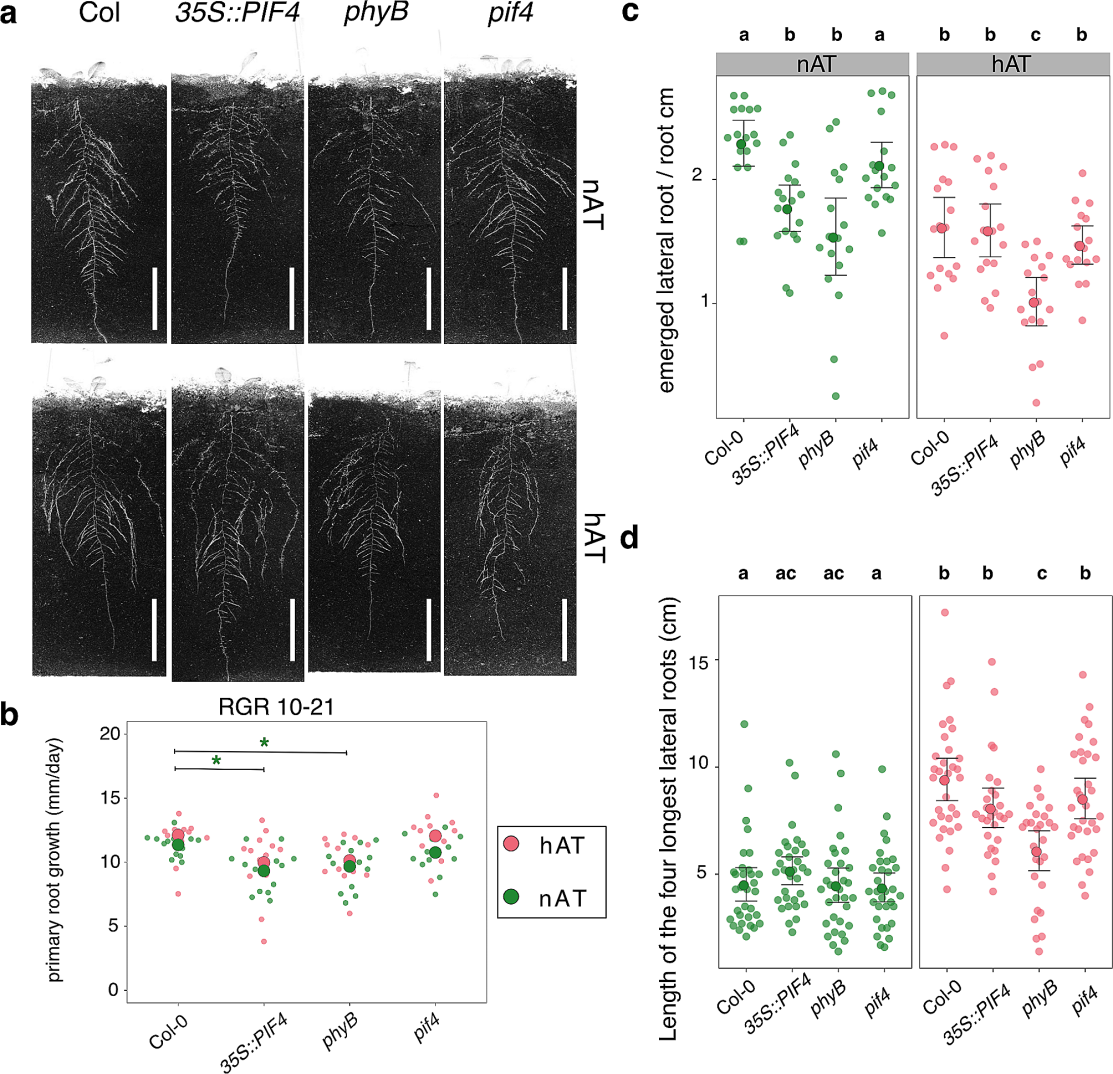
Temperature suppresses lateral root formation and promotes lateral root elongation. (**a**) Root morphological phenotype of 21-day-old plants of Col-0, *35S::PIF4*, *phyB*, and *pif4* at nAT (top row) and hAT (bottom row). Scale bars represent 5 cm. (**b**) Relative growth rate (RGR) of the primary root (in mm per day) between 10 and 21 days after. Data for the primary root length over time in nAT and hAT are shown in Additional File 1 – Fig. S1. (**c**) Quantification of lateral root density, expressed as the number of lateral roots per centimeter of the primary root for each genotype. *n* = 16 plants per genotype per condition in triplicate. (**d**) Length of the four longest lateral roots (in cm) at maturity. *n* = 16 plants per genotype. Data for nAT in green and hAT in red. Statistical analysis and data source are provided in Additional File 3 – Tables S1 and S2. (**b**) The significant effects of the temperature are depicted as *. The *p*-value ranges are specified as * for *p*-values between 0.05 and 0.01, ** for *p*-values between < 0.01 and 0.0001, *** for *p*-values lower than 0.0001. The color of the * matches the color of the temperature (green for nAT and red for hAT). (**c**, **d**) Genotypes that share the same letter are not statistically significantly different

### Repression of *phyB* mimics the effects of high ambient temperatures on *Arabidopsis* shoot architecture

To investigate how hAT affects shoot development and explore the possible participation of the phyB-PIF4 pathway, we studied eight lines: *35S::PIF4*,* phyB*,* pif3*,* pif4*,* pif7-1*,* pif7-2*,* pif3 pif7*, and *pifq (pif1 pif3 pif4 pif5*). We quantified the effects of hAT on plant growth by measuring the rosette area from 9 to 39 days after sowing, when the plants reached their final rosette size (Fig. 2, Additional File 1 – Figs. S4, S5). The *phyB* and *35S::PIF4* plants exhibited delayed rosette expansion, starting at 26 days after sowing, while the other genotypes expanded from 22 days after sowing (Fig. 2a, Additional File 1 – Fig. S5). At nAT, wild-type plants had the largest area (40 cm²), whereas *35 S::PIF4* and *phyB* plants were smaller (20 cm² and 10 cm², respectively) (Additional File 1 – Figs. S4, S5). Other genotypes (*pif3*,* pif7*, and *pifq*) produced plants with intermediate rosette areas. This is a consequence of a significant reduced growth rate between 20 and 27, and between 28 and 33, days after sowing in *35S::PIF4* and *phyB* plants. It is noteworthy that the *phyB* plants stopped expanding after 27 days (Fig. 2b; Additional File 1 – Fig. S5). Wild-type plants were significantly sensitive to hAT, with a reduced growth rate and a final area of 15 cm² (Additional File 1 – Fig. S5). In contrast, *35S::PIF4*, *pif3*, *pif4*, and *pifq* maintained a stable growth rate between 20 and 27 days (Fig. 2a) but *pif3*, *pif4*, and *pifq* slowed down their growth rate after 28 days (Fig. 2b). The final rosette area at hAT was about 20 cm² for *pif4*,* pif7-1*,* pif7-2*, and *pif3 pif7* plants. The *phyB* and *35S::PIF4* plants showed the smallest area with only 5 cm². The wild type, *pif3*, and *pifq* showed an intermediate size of 15 cm² (Additional File 1 – Fig. S5).

**Fig. 2:**
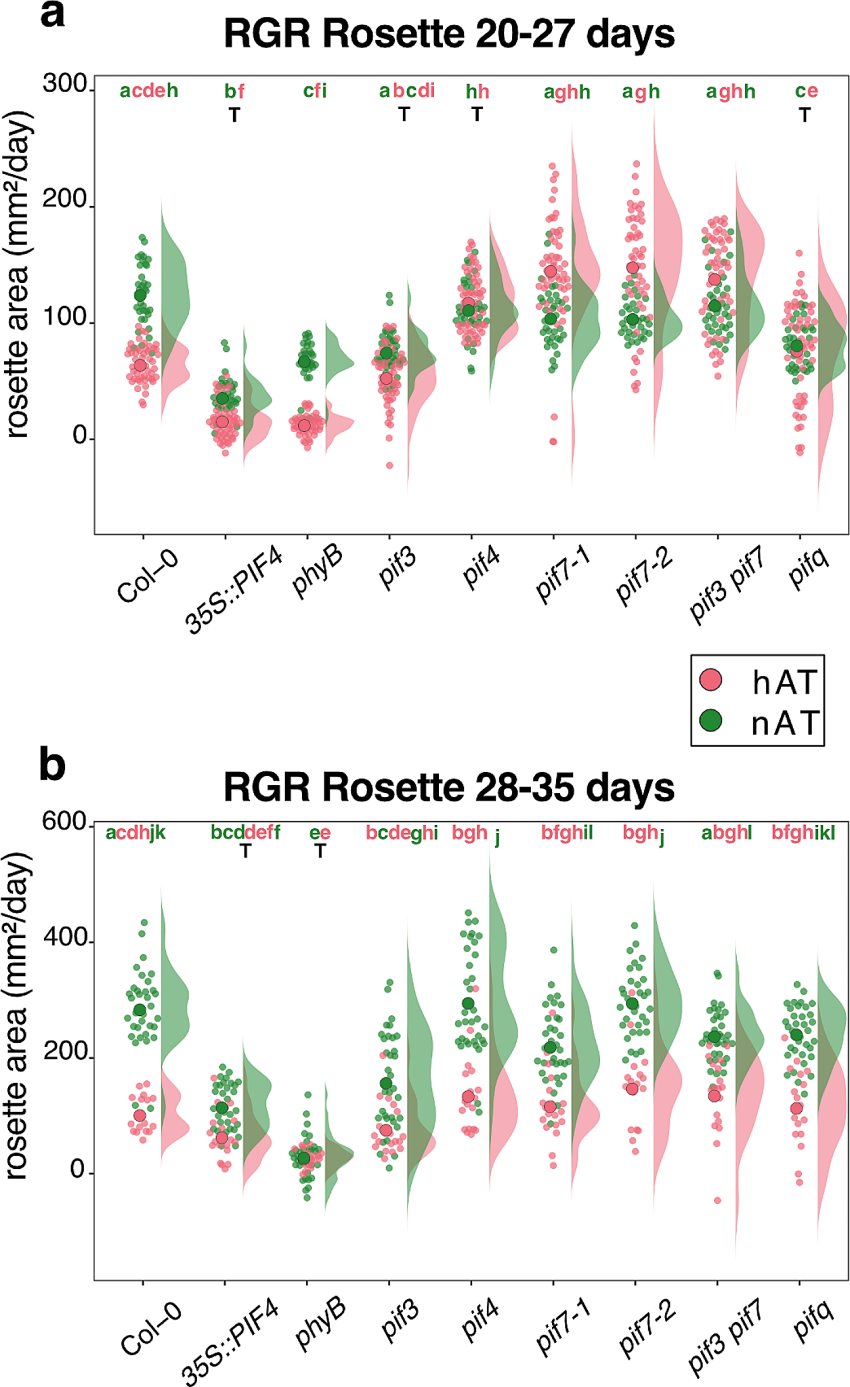
Temperature-induced reduction in rosette area. (**a**,** b**) Relative growth rate of the rosette area from 20 to 27 days after sowing (**a**) and from 28 to 35 days after sowing (**b**). Green represents data for nAT and red for hAT. Data source and statistical analysis are provided in Additional File 3 – Tables S3 and S4. Plants are presented in Additional File 1 – Fig. S4. The time series for individual genotypes is presented in Additional File 1 – Fig. S5. Genotypes that share the same letter are not statistically significantly different. The color of the letter matches the color of the temperature (green for nAT and red for hAT). The letter T indicates that there is no statistical effect of the temperature

To analyze the effects of hAT on inflorescence architecture, we counted the number of inflorescence stems (primary and lateral) emerging from rosettes in all genotypes under both growth conditions. While most genotypes produced an average of five inflorescence stems under normal conditions, *phyB* and *35S::PIF4* plants produced an average of three inflorescence stems. When exposed to hAT, stem production decreased in almost all genotypes, two stems for *phyB* and *35S::PIF4* plants, and three stems for the other genotypes Wild-type plants under hAT mirrored the performance of *phyB* and *35S: PIF4* under nAT. Notably, the *pif3 pif7* plants appeared to be resilient to the hAT, producing an average of 4 stems (Table 1).

**Table 1:** Number of primary inflorescence stems for different genotypes at nAT and hAT

Genotype	Condition	Average number of stems	SE	Statistical groups
Col_0	nAT	4.7	0.152	a
*phyB*	nAT	3	0.100	b, c
*35S::PIF4*	nAT	3.5	0.166	b, d
*pif3*	nAT	4.4	0.276	a
*pif4*	nAT	5.3	0.276	a
*pif7-1*	nAT	5.3	0.221	a
*pif7-2*	nAT	4.9	0.163	a
*pif3 pif7*	nAT	4.8	0.266	a, e
*pifq*	nAT	4.7	0.314	a
Col_0	hAT	3.1	0.100	c
*phyB*	hAT	2.1	0.298	d
*35S::PIF4*	hAT	2.1	0.133	d
*pif3*	hAT	3.7	0.200	c
*pif4*	hAT	3.7	0.221	c
*pif7-1*	hAT	4.5	0.339	e
*pif7-2*	hAT	4	0.314	c
*pif3 pif7*	hAT	4.3	0.213	e
*pifq*	hAT	3.6	0.163	c

*n* = 10 plants per genotype were analyzed to assess differences among genotypes and between nAT and hAT using a two-way ANOVA. Post-hoc Tukey’s test identified non-significant differences between genotypes with the same letter

The inflorescence growth pattern was affected in hAT (Fig. 3; Additional File 1 – Fig. S4). In nAT, the first flowers of the primary inflorescence stem opened between 25 and 29 days in *phyB* and between 29 and 36 days in the other genotypes. Consequently, *phyB* primary inflorescence stems were longer than Col-0 stems during their growth period, e.g., until 36 days, when both genotypes reached a comparable height (averaging 35 cm by the last observation point at 49 days for all genotypes (Fig. 3a)). However, the growth rate of the *phyB* primary inflorescence stem was significantly lower than that of the wild-type stem (Fig. 3c and d; Additional File 3 – Table S3). The *phyB* mutant also stopped flowering earlier, at 44 days, while the other genotypes continued flowering until 49 days (Fig. 3a). hAT stimulated early initiation of inflorescence stem elongation in all genotypes at 23 days, similar to that observed in *phyB* plants grown under nAT (Fig. 3a and b). In the primary inflorescence stem, flowers opened around 27–30 days in hAT. Plants reached their maximum growth earlier, at 41 days, supported by the significantly reduced growth rate in hAT in wild-type, *pif7-1*, and *pif3 pif7* plants (Fig. 3c and d; Additional File 3 – Table S3). This resulted in a shorter final height ranging from 13 to 38.9 cm (*35S::PIF4* stems being the shortest) at hAT, while this value corresponds to 18–43.8 cm at nAT (Fig. 3a and b). The main inflorescence stem growth rate was insensitive to temperature changes throughout the entire flowering period in *phyB*, *35S::PIF4*, *pif3*, *pif4*, *pif7-2*, *pif3 pif7*, and *pifq* plants (Fig. 3d), and only at the start of the flowering period in *pif7-1* plants (Fig. 3c). These results indicate that hAT influences above-ground vegetative growth by reducing shoot expansion and branching. hAT prioritizes flowering over vegetative growth. At nAT, the *phyB* mutant mimics the patterns observed in wild type under hAT, suggesting that phyB may participate in these thermomorphogenic processes.

**Fig. 3:**
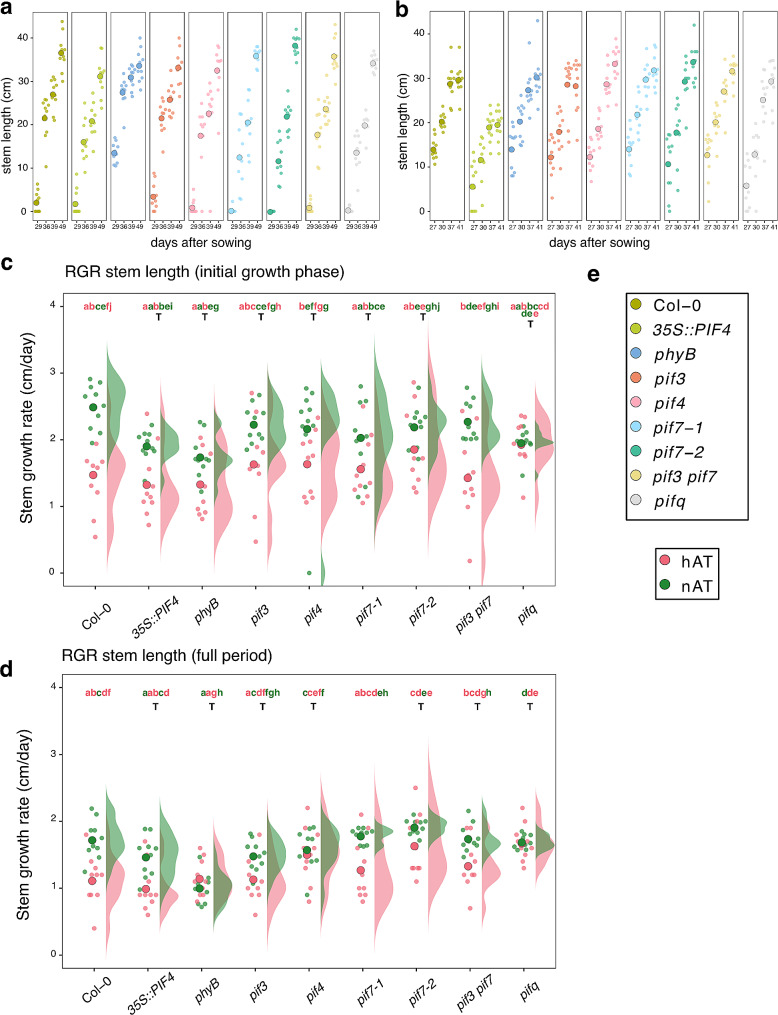
Temperature-induced early flowering and decreased inflorescence stem length. (**a**,** b**) Time series of the progression of primary inflorescence stem elongation (in cm) from 20 to 49 days after sowing for nAT (**a**) and up to 41 days after sowing for nAT (**b**). (**a**, **b**) *n* = 10 plants per genotype per condition. (**c**,** d**) Relative growth rate of the stem (in cm/day) during the full measurement period (29 days to 49 days after sowing at nAT, and 27 days to 41 days after sowing at hAT) (**c**) and from 29 to 39 days after sowing for nAT or from 27 and 27 days for hAT (**d**). (**e**) Color legend for a-d is provided. Data source is provided in Additional File 3 – Tables S3 and S5. Plants are presented in Additional File 1 – Fig. S4. The color of the letter matches the color of the temperature (green for nAT and red for hAT). The letter T indicates that there is no statistical effect of the temperature

### Ambient temperature has a moderate impact on plant fitness but modulates photosynthetic parameters

To know if the developmental alterations caused by hAT are linked to changes in the energy status of the plants, we examined several parameters commonly associated with photosynthetic performance: reflectance profile and pigment content. Hyperspectral imaging in the visible and near infrared (350–900 nm wavelength, VNIR) measures the light reflectance of plant leaves. It is an important indicator of plant fitness status [51, 52]. In our study, we measured VNIR parameters, including the Normalized Difference Vegetation Index (NDVI), Optimized Soil-Adjusted Vegetation Index (OSAVI), Photochemical Reflectance Index (PRI), Modified Chlorophyll Absorption Ratio Index 1 (MCARI1), Structure Insensitive Pigment Index (SIPI), and Plant Senescence Reflectance Index (PSRI).

In nAT, NDVI increased with age until 29 days after sowing for all genotypes and remained stable until the end of the measurements at 34 days (Additional File 1 – Fig. S6a; Additional File 3 – Table S6). hAT reduced the NDVI in all genotypes ranging from 0.68 to 0.78, especially at later growth stages (22–28 days after sowing) (Additional File 1 – Fig. S6a). In both nAT and hAT, NDVI had lower values for *phyB* and *35S::PIF4* with values in nAT (an average of 0.74) being comparable to NDVI values (an average of 0.82) of the other genotypes in hAT. OSAVI, which is designed to mitigate the effects of soil on NDVI, mirrored the trends observed in NDVI (Additional File 1 - Fig. S6b; Additional File 3 – Table S6). These two parameters are indicators of plant vegetative fitness [53, 54]. Therefore, it can be concluded that both the repression of phyB activity and hAT affect the vegetative vitality of the plant.

PRI and PSRI parameters were mostly not significantly affected by the different ambient temperatures for all genotypes (Additional File 1 – Figs. S6c, S6d; Additional File 3 – Table S6). PRI values decreased with the plant age, whereas the opposite was observed for PSRI, which measures plant senescence based on the ratio of carotenoids to chlorophyll. Again, *phyB* and *35S::PIF4* plants had lower PSRI values than wild type at nAT and hAT. The SIPI parameter is sensitive to chlorophyll and carotenoid content [55] and MCARI1 parameter is associated with the chlorophyll content in plant leaves [56]. Both values increased as the plants aged at nAT and hAT (Additional File 1 – Figs. S6e, S6f; Additional File 3 – Table S6). All other genotypes, except *35S::PIF4* and *phyB*, had reduced SIPI values at hAT. The *35S::PIF4* and *phyB* plants had lower SIPI values at nAT and did not respond to hAT. A similar trend was observed for the MCARI1 parameter.

We applied chlorophyll fluorescence imaging to assess the efficiency of the plants to use the light energy for photosynthesis in the studied genotypes at nAT and hAT. The parameter QY-max (F_V_/F_M_) indicates the maximum quantum efficiency of the photosystem II (PSII) photochemistry. QY-max of wild-type plants increased steadily with age, with values ranging from 0.79 to 0.84 for nAT and 0.79–0.82 for hAT (significant difference only between 14 and 32 days after sowing). In nAT, the QY-max values for *phyB* and *35S::PIF4* plants were lower than in the wild type. Interestingly, *phyB* recovered to wild-type QY-max values after two weeks of cultivation at nAT (Additional File 1 – Fig.S7a). At hAT, QY-max values increased with age for all genotypes, except *35S::PIF4* and *pif3* (Additional File 1 – Fig. S7a). Photosynthetic efficiency was also measured in light-adapted plants. In particular, the parameters QY-Lss (PSII operating efficiency), and qP (photochemical quenching coefficient) [57] displayed significantly higher values at hAT for all the genotypes, corresponding to those of 39-day-old plants grown at nAT for both low and high light saturation point (Lss1 and Lss4) (Additional File 1 – Fig. S7c–f). For the two light intensities at hAT, the age of the plants did not impact the values of the two parameters. Non-photochemical quenching (NPQ) assesses the damage to photosystems caused by various environmental stressors [58]. All the genotypes exhibited lower NPQ values at hAT, indicating the negative impact of the high ambient temperature on the photosystem activity (Additional File 1 – Figs. S7g, S7h). Compared to the wild type, the *phyB* and *35S::PIF4* plants showed elevated NPQ values at nAT and hAT. Overall, those parameters indicate that hAT and the repression of phyB reduces plant fitness and photosynthesis efficiency.

Given that hAT affects multiple processes through phyB-PIF in shoot and root, we questioned whether these processes are independent, co-regulated or indirect consequences of other primary effects. To investigate these possibilities, we performed correlation analysis between all traits observed in Col-0 (Fig. 4). These matrices display correlations with *p*-values below the significance threshold of 0.05, indicating statistically significant relationships between the relative responses to hAT in the different organs. During vegetative growth (Fig. 4a), a positive correlation (0.96) was observed between the NDVI parameter and the length of the inflorescence stem, highlighting the effectiveness of the NDVI parameter in indicating growth dynamics. A robust positive correlation (0.94) was also noted between inflorescence stem growth rate and rosette area for their response to hAT. Notably, a negative correlation (-0.62) was observed between lateral root density and lateral root length, hinting at a potential trade-off mechanism governing root development.

**Fig. 4:**
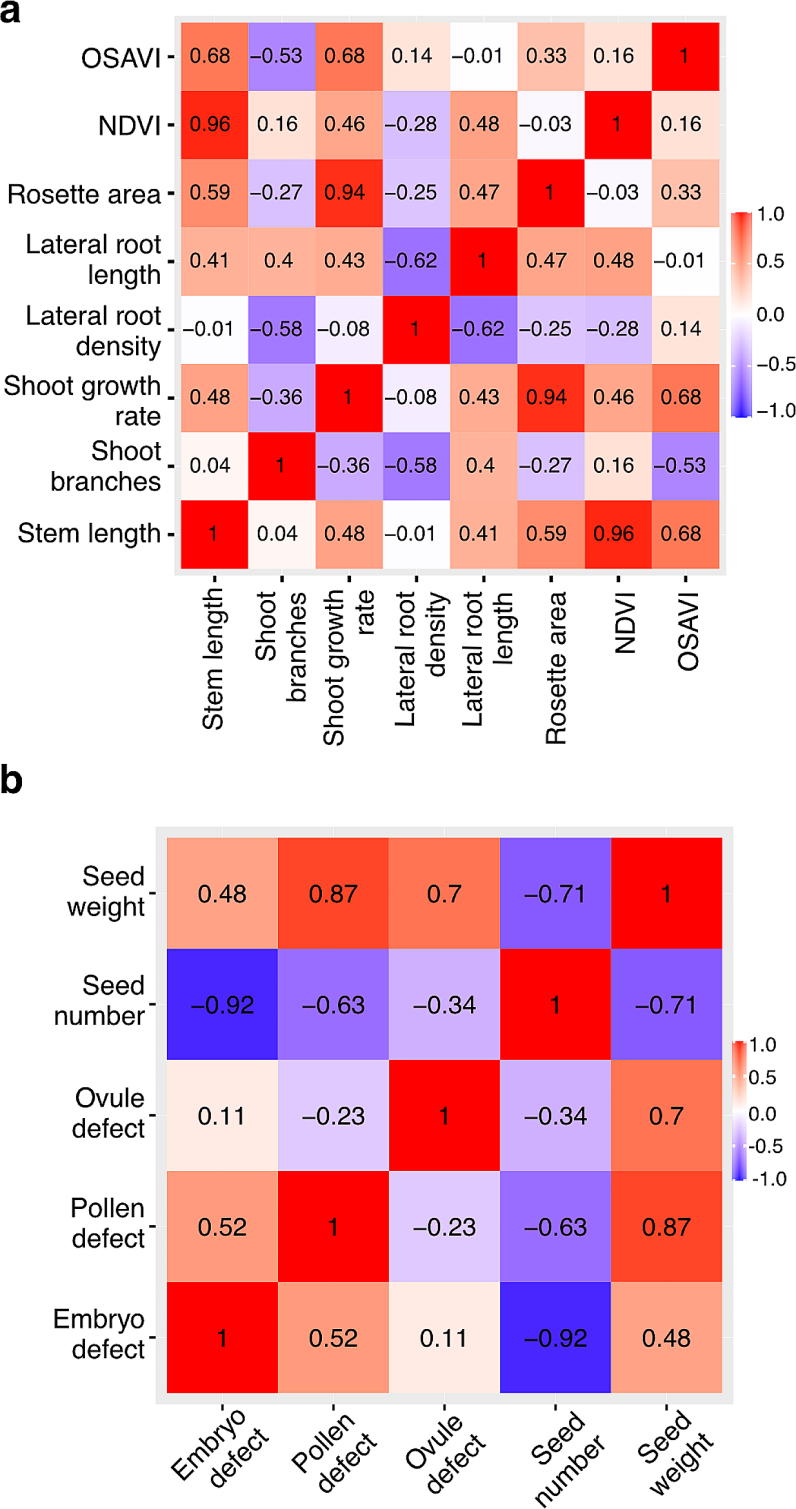
Correlation of the hAT response in vegetative and reproductive tissues. Correlative analysis of the response to hAT in vegetative (**a**) and reproductive (**b**) tissues for the different measured parameters

### *phyB* influences the response of reproductive tissues to hAT

We have used Col-0, *phyB*, *pif4*, *pifq*, and *35S::PIF4* plants to investigate whether the phyB-PIF4 pathway regulates thermomorphogenesis during reproductive development, focusing in anthers and mature ovules. To ensure a similar fitness of the plants at the reproductive stage, plants were exposed to hAT after the first flower bud appearance and maintained at hAT until the end of their growth.

Anthers were collected at 7 and 9 days after the development of the first flower (DAFD) on the primary inflorescence stem. In nAT, we did not observe any abnormality in the different lines. In hAT, the wild type, *phyB*, and *35S::PIF4* lines were affected to different degrees. At 7 DAFD, 4.65% of the wild-type anthers were aborted, while this percentage reached 23.40% and 11.43% for the *35S::PIF4* and *phyB* lines, respectively. Interestingly, these percentages increased to 7.81%, 29.27%, and 34.82%, respectively, at 9 DAFD when plants were subjected to prolonged hAT. Notably, only the *phyB* mutant showed a highly significant increase in this trend (Table 2; Additional File 2 – Table S3). This observation suggests that the *phyB* plants may become increasingly sensitive to hAT as they progress through later developmental stages. Additionally, we observed that *pif4* and *pifq* anthers were more resistant to hAT than wild type, with abortion rates of only 1.11% and 1.44%, respectively, at 9 DAFD. Our results suggest that repression of phyB, resulting in PIF4 activation, worsens the negative effect of hAT on anther development.

**Table 2:** Anther abortion rate for different genotypes in nAT and hAT

			7 DAFD				9 DAFD			
		**Defective**		**Normal**	**n**	**% Defects**	**Defective**	**Normal**	**n**	**% Defects**
Col-0 nAT		0		57	57	0	0	68	68	0
Col-0 hAT		2		41	43	4.65	5	59	64	7.81 *
*phyB* nAT		0		93	93	0	0	87	0	0
*phyB* hAT		4		31	35	11.43 *	39	73	112	34.82 *** ### ^^^
*35S::PIF4* nAT		0		87	87	0	0	92	0	0
*35S::PIF4* hAT		11		36	47	23.40 *** #	12	29	41	29.27 *** ##
*pif4* nAT		0		89	89	0	0	106	0	0
*pif4* hAT		0		90	90	0	1	89	90	1.11
*pifq* nAT		0		103	103	0	0	91	91	0
*pifq* hAT		0		81	81	0	2	137	139	1.44 #

The anthers were assessed at 7 and 9 days after flowering development (DAFD). Fisher’s Exact Test analyzed comparisons, with anthers from each genotype and condition examined across three replicates for result reliability. Significance indicators are: * (temperature), # (genotype), and ^ (time). P-values are represented as: * # (0.05 − 0.01), ## (< 0.01-0.0001), and *** ### ^^^ (< 0.0001). Details are provided in Additional File 2 – Table S3

The same plants were analyzed to determine the effect of hAT on ovules. In nAT, 17.9% and 16.1% of *phyB* and *35S::PIF4* ovules, respectively, were defective, whereas the other lines had between 5.4% and 9.4% defective ovules (Fig. 5; Table 3; Additional File 2 – Table S4). Notably, only *phyB* and *35S::PIF4* lines were defective in the fusion of the central cell nuclei in nAT (Fig. 5c; Additional File 2 – Table S4). At hAT, all genotypes exhibited the same types of defects, predominantly a collapsed embryo sac (lacking synergid, egg cell, and central cell structures), collapsed synergids, and unfused central cell nuclei (Fig. 5a-d). Although the types of ovule defects were consistent across genotypes, the percentage of these defects varied (Additional File 2 – Table S4). *35S::PIF4* and *phyB* ovules were hypersensitive to hAT, producing 84.3% and 62.6% defective ovules, respectively (Table 3). In contrast, these percentages were only 30.6% and 27.6% in the wild-type and *pif4* lines, respectively. Interestingly, more ovules (45.9%) were defective in *pifq* than in *pif4* (27.6%), suggesting that other PIFs (such as PIF3, PIF5, or PIF7) may play a synergistic role in this response in ovules. We observed that repressing *PHYB* expression mimics the temperature effects observed in the wild type during ovule development, leading to the hypothesis that hAT alters ovule development by decreasing phyB activity.

**Fig. 5:**
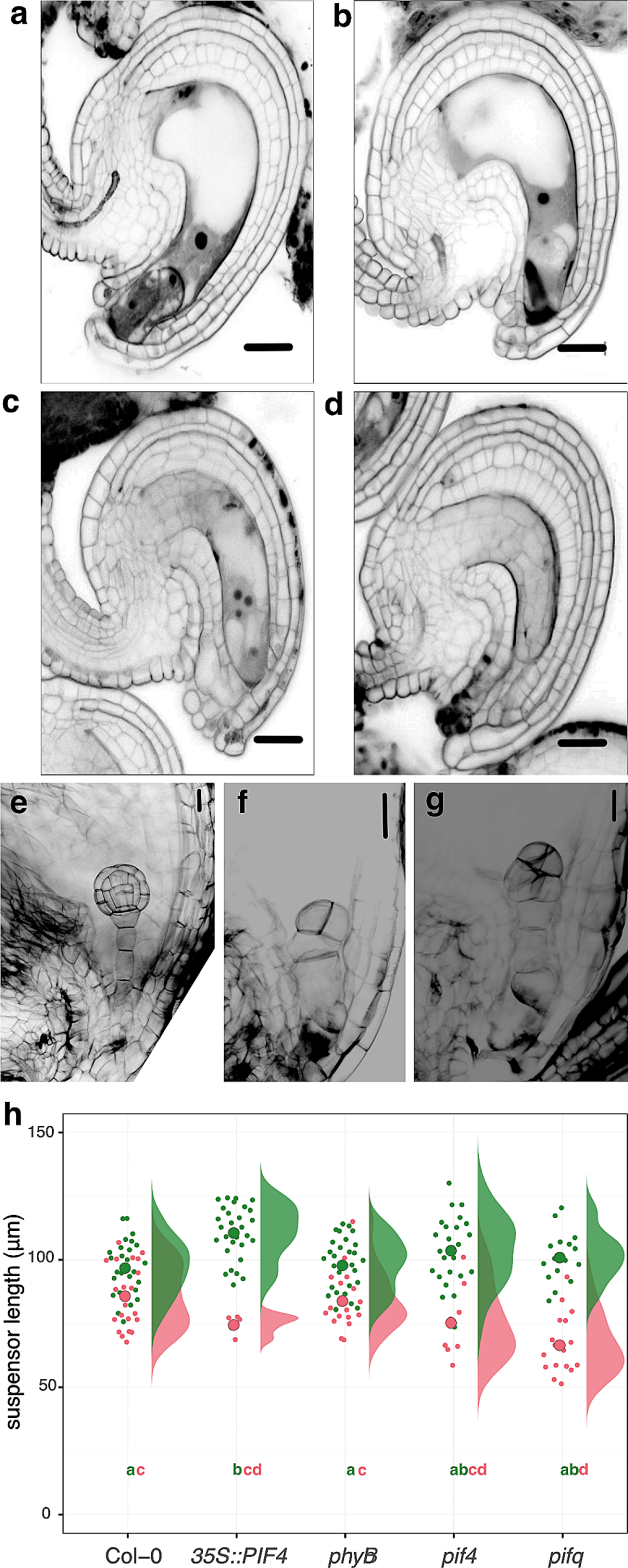
Effects of hAT on ovules and embryo patterning. (**a**-**d**) Representative pictures of the ovule phenotypes observed at the FG7 developmental stage observed at nAT and hAT in all genotypes: (**a**) normal ovule observed at nAT with the egg cell, one visible synergid cell and the fused nuclei in the central cell, (**b**) ovule with a collapsed synergid (black mass), (**c**) ovules with unfused central cell nuclei, and (**d**) ovule with a collapsed embryo sac. Scale bars represent 20 μm. The quantification of the phenotypes is provided as Table 3 and Additional File 2 – Table S4. *n* > 50 ovules per genotype per each condition, in triplicate. (**e**-**g**) Representative pictures of the embryo phenotypes observed at nAT and hAT in the seeds of the different genotypes: normal embryo (**e**), embryo with a dwarf suspensor (**f**), embryo exhibiting excessive cell divisions within the proper embryo region (**g**). Scale bars represent 20 μm. (**h**) Quantification of the suspensor length at nAT and hAT. n = appr. 20 suspensors per genotype per condition in triplicates. The quantification of the phenotypes is presented in Additional File 2 – Table S6. Genotypes that share the same letter are not statistically significantly different. The color of the letter matches the color of the temperature (green for nAT and red for hAT)

**Table 3:** **Ovule defective phenotypes for the different genotypes at nAT and hAT**

Genotype	Growth conditions	Normal	Defective	*n*	% of defects	*p*-values
Col-0	nAT	122	7	129	5.4	
Col-0	hAT	102	45	147	30.6	***
*phyB*	nAT	78	17	95	17.9	#
*phyB*	hAT	31	52	83	62.6	*** ###
*35S::PIF4*	nAT	115	22	137	16.1	##
*35S::PIF4*	hAT	16	86	102	84.3	*** ###
*pif4*	nAT	90	8	98	8.2	
*pif4*	hAT	55	21	76	27.6	**
*pifq*	nAT	77	8	85	9.4	
*pifq*	hAT	37	31	68	45.6	*** #

The data per phenotype categories are detailed in Additional File 2 – Table S4. The statistical analysis of the data utilized Fisher’s Exact Test (* compared hAT vs. nAT and # compared the mutant vs. wild type). To ensure the reliability of our results, ovules from each genotype and condition were examined across three replicates. The significance levels in the results are denoted as follows: * significant temperature effect. # significant genotype effect. The *p*-value ranges are specified as # for *p*-values between 0.05 and 0.01, ** ## for *p*-values between < 0.01 to 0.0001, and *** ### for *p*-values lower than 0.0001

### An overlapping transcriptional response is observed between hAT wild-type pistils and nAT-grown *phyB* and *35S::PIF4* pistils

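PIF4, the transcription factor gene that gives the 35S::PIF4 line its name (AT2G43010, chromosome 2 of TAIR10 from 17886101 to 17889087), was measured at 2.11 ± 0.644 CPM (counts scaled to library size, SD, n = 4) in Col-0 pistils at 21 °C by day and 18 °C by night (nAT). It reached 5.93 ± 0.311 CPM (SD, n = 4) in 35S::PIF4 at nAT, a log2 fold change of 1.46 (standard error 0.18, adjusted p = 6.32e-08 from edgeR's quasi-likelihood test). Replicate 2 stood above the other libraries of its group at 6.39. At 28 °C by day and 24 °C by night (hAT), PIF4 had 2.43 ± 0.3 CPM in Col-0 and 4.42 ± 0.67 CPM in 35S::PIF4 (SD, n = 4 each). In the phyB libraries PIF4 ranged from 2.46 to 4.44 CPM at nAT and from 3.44 to 4.04 CPM at hAT. The latter overlaps the 3.55 to 5.17 CPM of the 35S::PIF4 libraries at hAT. PHYB, which encodes the red light and temperature receptor phytochrome B, was still transcribed in the phyB mutant, at 62.8 ± 1.97 CPM against 79.5 ± 18.2 CPM in Col-0 (SD, n = 4 each, nAT). Replicate 1 of phyB at nAT stood below the others of its group, at 59.9. The methods state 4 biological replicates of each genotype and temperature, and the count and FPKM tables deposited by the authors hold 24 libraries in 6 groups. The methods give 100 mg of pistils and 100 ng of RNA per sample and 150-bp paired-end reads, whereas the sample records name pistils as the tissue and ovules as the material extracted. Reads were trimmed with fqtools, mapped to TAIR10 with the Araport11 annotation and counted per gene with featureCounts by the authors. The aligner is not given in the sources used here. The deposited counts were normalized here by TMM and fitted once for all 24 libraries with edgeR, over 21312 genes. A gene was called higher or lower at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Gene lists from textbook knowledge and from the figures of the paper were fixed before the data were examined. The directions that the paper reports on these samples had been seen by then, with kinesin genes higher and ribosomal and photosynthesis genes lower. The tests of such lists are therefore not independent evidence of a direction. Each was also compared with all other tested genes by limma's camera, with a preset inter-gene correlation of 0.01. The paper states more than 40 M reads per sample. The values here rest on the counts assigned to genes. These had a median of 18.7 M per library in Col-0 at nAT (range 18.38 to 23.88) and 22.9 M at hAT (19.87 to 23.92). In phyB the median was 21.5 M at nAT (21.09 to 24.23) and 21 M at hAT (19.81 to 29.44). In 35S::PIF4 it was 24.4 M at nAT (21.28 to 30.18) and 20.1 M at hAT (19.42 to 22.11). The 4 libraries of Col-0 at nAT stood apart in the length of the genes that their counts fall on, with a mean of 1612 to 1804 bases against 2065 to 2220 bases in the other 20 libraries. The share of their 10 most abundant genes was 6.42% to 6.62%, against 3.28% to 3.86%. Their replicates also differed more: the chi-square per degree of freedom between pairs reached 62, and at most 12.1 in the other groups. The standard errors rest on a spread pooled over the 6 groups, so those of comparisons with Col-0 at nAT may be too small, and their p-values with them. With an offset that removes each library's trend on gene length, the PIF4 difference at nAT was 0.98 and fell under the fold threshold. PHYB, a gene of 4528 bases, had a log2 fold change in phyB against Col-0 at nAT of -0.34 without this offset. With it, the value was -1.63 (adjusted p = 0.00481 and 1.04e-20 from edgeR), so that the size of the PHYB difference depends on the length correction.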

To better understand what would be the molecular mechanism behind the physiological response of *Arabidopsis* ovules to hAT, we performed a transcriptomic analysis of the gynoecium from 7 DAFD flowers at stage 11–12 (pre-anthesis, ovules at FG7) of Col-0, *phyB* and *35S::PIF4* plants. Plants were grown under nAT until the start of flowering (as described for the phenotyping of reproductive structures), and either kept at nAT or transferred to hAT after the start of flowering. More than 40 million reads were obtained from each sample (Additional File 2 – Table S5), with an average of 45% GC content. RNA-seq data received a high quality score by the Phred of 98 for Q20 and 94 for Q30 in average.

In comparison with nAT, the wild-type pistils under hAT had 8,485 differentially expressed genes (DEGs) (5,032 up-regulated and 3,453 down-regulated). 

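In Col-0 pistils, 5151 genes were higher and 2856 were lower at hAT than at nAT. HIPP22 (AT1G22990, chromosome 1 from 8139114 to 8140233), which encodes a heavy metal-associated protein, rose by 6.12 on the log2 scale (standard error 0.27, adjusted p = 1.16e-16 from edgeR's quasi-likelihood test, n = 4 per group). BANYULS (BAN, AT1G61720, chromosome 1 from 22790966 to 22792803), the anthocyanidin reductase of the proanthocyanidin pathway of the seed coat, rose by 4.50 (standard error 0.25, adjusted p = 9.31e-15 from the same test). GRP3S (AT2G05380), a glycine-rich protein gene, fell by 4.44 (standard error 0.18, adjusted p = 2.38e-17), and LSU1 (AT3G49580), which is named for its induction by low sulfur, fell as far (standard error 0.22, adjusted p = 9.01e-16, both from edgeR). FLP1 (AT4G31380) fell by 3.67 (standard error 0.22, adjusted p = 2.65e-14 from edgeR). Of the 10 largest rises among genes with a symbol, at least 5 CPM in the higher group and no overlap between the libraries, 5 were the pollen tube attractants LURE1.1 to LURE1.5, and the others were LCR65, LCR19, RALFL28, SPH5 and HIPP22. The 10 largest falls held the abiotic stress genes RD29A and KIN2 and the photosystem I gene PSAJ. In the same comparison, the fold change rose with gene length across the 21312 genes (Spearman rho = 0.384, jackknife standard error 0.03; genes are not independent replicates). Unannotated transcripts of the deposited table made up 100 of the called genes.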

While *phyB* and *35S::PIF4* pistils at hAT exhibited lower numbers of DEGs compared to nAT: 1,862 and 2,612 genes, respectively, with 1,037 and 2,062 genes up-regulated, and 825 and 550 genes down-regulated, respectively (Additional File 1 – Fig. S8a; Additional File 4 – Table S1).

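At hAT, 987 genes were higher and 737 were lower in phyB than at nAT, and 1811 were higher and 528 lower in 35S::PIF4. Heat shock genes rose in 35S::PIF4. HSP17.7 (AT5G12030, chromosome 5 from 3883957 to 3884838), a small heat shock protein gene, went from 0.0762 ± 0.0375 CPM at nAT to 222 ± 13.4 CPM at hAT (SD, n = 4 each), a log2 fold change of 11.36 (standard error 0.21, adjusted p = 3.85e-24 from edgeR's quasi-likelihood test). MED37C (AT3G12580, chromosome 3 from 3991117 to 3993886), which encodes a cytosolic HSP70 chaperone, went from 8.46 ± 2.11 to 2270 ± 64 CPM (SD, n = 4 each). HSP90-1 (AT5G52640) rose by 7.11 in 35S::PIF4 (standard error 0.1, adjusted p = 3.27e-26), by 2.80 in Col-0 (standard error 0.1, adjusted p = 2.28e-18) and by 2.16 in phyB (standard error 0.08, adjusted p = 2.14e-16, all from edgeR). Of 18 tested genes of the heat shock response, 13 were higher and none was lower in 35S::PIF4 at hAT (the same when adjusted over the list alone), with a median log2 fold change of 3.15 (camera adjusted p = 8.38e-16, and adjusted p = 0.00262 with an estimated correlation). In Col-0 9 of these genes were higher and 2 lower (camera adjusted p = 0.209), and in phyB 4 were higher and 2 lower (camera adjusted p = 0.0919), counts that hold when adjusted over the list alone. HSP17.7 fell in phyB, from 8.46 ± 1.19 to 1.84 ± 0.79 CPM (SD, n = 4 each; log2 fold change -2.24, standard error 0.16, adjusted p = 3.28e-11 from edgeR). EXL4 (AT1G75910), an extracellular lipase gene of the pollen coat, fell in phyB from 12.8 ± 1.52 to 0.425 ± 0.196 CPM (SD, n = 4 each; log2 fold change -4.89, standard error 0.29, adjusted p = 8.47e-13 from edgeR). Its group means were 0.0427 to 1.89 CPM in Col-0 and 35S::PIF4. Of 7 tested tapetum genes, markers of the anther, 2 were lower in phyB at hAT (median -0.48, camera adjusted p = 0.977), and the median of these genes was 2.32 in phyB at nAT against Col-0 at nAT. HHT1 (AT5G41040), a hydroxyacid hydroxycinnamoyltransferase gene of suberin synthesis, rose by 5.23 in phyB (standard error 0.43, adjusted p = 3.45e-10 from edgeR). PR5 (AT1G75040), a pathogenesis-related gene, fell by 2.16 in 35S::PIF4 (standard error 0.08, adjusted p = 3.28e-17 from edgeR). With an offset for gene length and GC content, 857 genes were lower at hAT in 35S::PIF4.

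**Figure D1:**
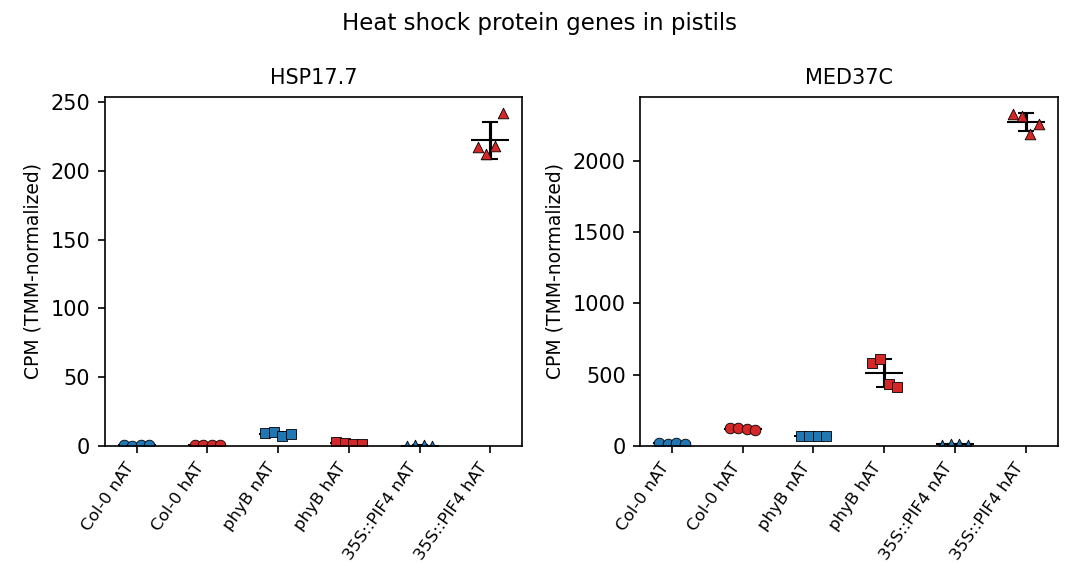
TMM-normalized CPM of HSP17.7 and MED37C in the 24 pistil libraries, by genotype and temperature; points are libraries, bars are the mean and SD of 4 libraries. The highest levels stand in 35S::PIF4 at hAT, at 222 CPM for HSP17.7 and 2270 CPM for MED37C.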

The phenotyping analysis of the ovules indicated that the *phyB* and *35S::PIF4* plants at nAT behaved as Col-0 at hAT. However, a Principal Component (PC) analysis of all RNAseq pistil samples (Additional File 1 – Fig.S9) indicated that while all samples from nAT grouped together, the wild-type pistils under hAT isolated from all other samples (PC2, 53.15%) and the pistils from the *phyB* and *35S::PIF4* plants at hAT (PC1 17.39%), suggesting that wild-type and mutant pistils have a unique transcriptional behavior in response to hAT. Therefore, we compared the DEG patterns of the wild-type pistils in response to hAT (hAT vs. nAT) with those of *phyB* and *35S::PIF4* pistils at nAT (mutant nAT vs. wild type nAT). 

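On the first principal component, all 12 libraries from nAT lay below all 12 libraries from hAT, and the groups from nAT lay far from each other. The mean score on this component was -49.3 in Col-0 at nAT (SD 2.94), -32.6 in 35S::PIF4 (SD 5.63) and -8.77 in phyB at nAT (SD 0.673, n = 4 each). The groups from hAT lay closer together, at 26.1 in phyB (SD 0.936), 30.8 in Col-0 (SD 0.275) and 33.8 in 35S::PIF4 (SD 0.556, n = 4 each). The first component held 61.1% of the variance (jackknife standard error 2.72) and the second 15.5% (jackknife standard error 3.24). On the second component, the 8 libraries of Col-0, with means of -23.9 at nAT and -18.3 at hAT, lay apart from those of the mutants, with means from 3.09 to 20.2. In Col-0 at nAT, replicate 2 stood apart from the other libraries of its group on the first component, at -53.7 against -48.5 to -47.5. The components were computed on the log2 CPM of the 500 most variable genes, with a prior count of 2. With all genes kept, the first component (54.2%) mainly set Col-0 at nAT apart, at a mean of -137. On it 35S::PIF4 at nAT lay at -11.7, phyB at nAT at 6.72 and the groups from hAT at 42.8 to 50.1. The second component then did not part Col-0 from the mutants. Col-0 at hAT lay at -30.8 on it and 35S::PIF4 at hAT at -29.7.

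**Figure D2:**
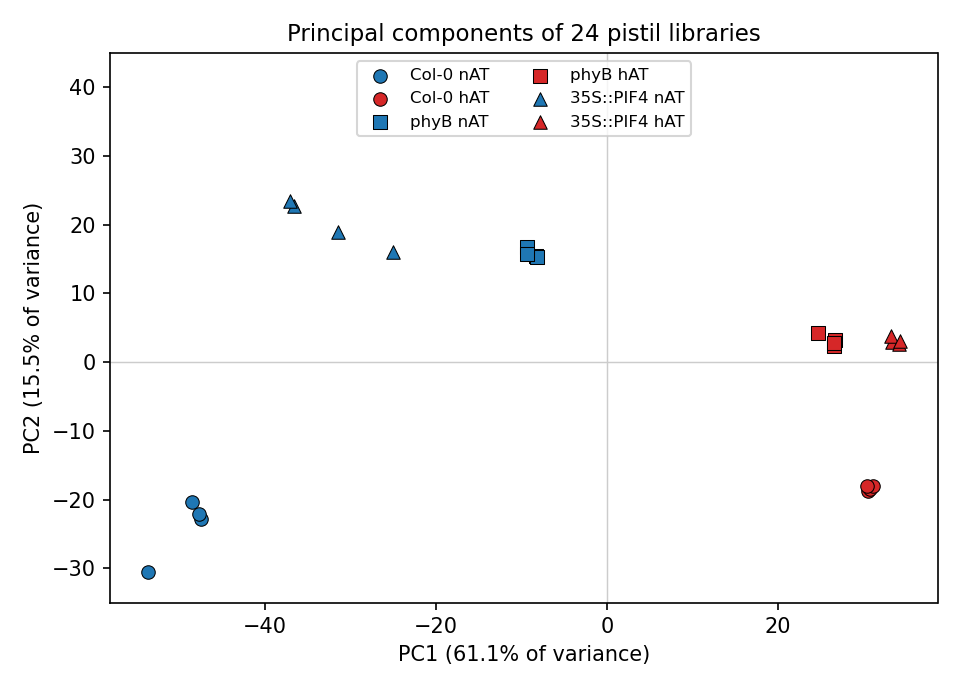
Scores of the 24 pistil libraries on the first and second principal components, with the share of variance on each axis; each point is a library, shaped by genotype and coloured by temperature. The libraries of Col-0 at nAT stand at the far left, around -49.3, and the groups from hAT together at the right, from 26.1 to 33.8.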

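At nAT, 4508 genes were higher and 2542 lower in phyB than in Col-0, and 4107 were higher and 2595 lower in 35S::PIF4 than in Col-0. CDC20-2 (AT4G33260, chromosome 4 from 16041006 to 16043549), an activator of the anaphase-promoting complex, had 7.66 ± 1.9 CPM in Col-0, 73.2 ± 5.4 CPM in phyB and 71.8 ± 2.45 CPM in 35S::PIF4 (SD, n = 4 each). Its log2 fold change against Col-0 was 3.23 in phyB (standard error 0.1, adjusted p = 1.15e-19 from edgeR's quasi-likelihood test) and 3.2 in 35S::PIF4 (standard error 0.1, adjusted p = 1.6e-19 from the same test). CYCB1;5 (AT1G34460, chromosome 1 from 12595110 to 12602379), annotated as a B-type cyclin, was higher by 6.57 in phyB (standard error 0.22, adjusted p = 9.84e-19) and by 5.01 in 35S::PIF4 (standard error 0.26, adjusted p = 3.99e-15, both from edgeR). LTP4 (AT5G59310), a lipid transfer protein gene, was lower in both mutants, with log2 fold changes of -3.05 in phyB (standard error 0.09, adjusted p = 2.58e-20) and -1.72 in 35S::PIF4 (standard error 0.08, adjusted p = 4.3e-16, both from edgeR). Both comparisons share the 4 libraries of Col-0 at nAT, and in both the fold change rose with gene length across genes (Spearman rho 0.446 in phyB and 0.475 in 35S::PIF4, jackknife standard errors 0.03 and 0.032). With an offset for gene length and GC content, 1722 genes were lower in 35S::PIF4.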

The number of up- and downregulated DEGs in these comparisons was very similar (Additional File 1 – Fig. S8b; Additional File 4 – Table S1). Venn diagrams analyze the overlap of the up and down DEGs in the same comparisons. In comparison with nAT, 10% (542 genes) of the upregulated genes from wild-type pistils under hAT were also upregulated in *35S::PIF4* and *phyB* pistils at hAT, whereas only 3% (121 genes) of the downregulated genes from wild-type pistils at hAT were also downregulated at hAT in the two mutants (Additional File 1 – Figs. S8c, S8d; Additional File 4 – Table S1). 

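HIPP22, BAN and GRP3S were among the genes that moved the same way at hAT in the 3 genotypes. HIPP22 rose by 4.92 on the log2 scale in phyB (standard error 0.2, adjusted p = 9.45e-16 from edgeR's quasi-likelihood test) and by 5.93 in 35S::PIF4 (standard error 0.21, adjusted p = 7.2e-18 from the same test). BAN rose by 3.24 in phyB (standard error 0.22, adjusted p = 9.91e-12) and by 2.80 in 35S::PIF4 (standard error 0.24, adjusted p = 2.67e-10, both from edgeR). GRP3S fell by 4.58 in phyB (standard error 0.17, adjusted p = 1.49e-16) and by 4.12 in 35S::PIF4 (standard error 0.21, adjusted p = 7.85e-15, both from edgeR). Of the genes higher at hAT in Col-0, 745 (14.5%) were also higher at hAT in phyB, 1029 (20%) in 35S::PIF4 and 562 (10.9%) in both. For 3 independent sets of these sizes, 20.3 genes would be shared. Of the genes lower at hAT in Col-0, 310 (10.9%) were also lower in phyB, 311 (10.9%) in 35S::PIF4 and 127 (4.45%) in both, against 2.45 for independent sets.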

The majority of the upregulated DEGs (61.3%) in wild-type pistils at hAT vs. nAT were also found to be upregulated in *35S::PIF4* pistils at nAT vs. wild-type pistils at nAT (Additional File 1 – Fig. S8e; Additional File 4 – Table S1). In addition, almost half of the genes downregulated in the wild-type pistils at hAT vs. nAT (46%) were downregulated genes in *phyB* and *35S::PIF4* pistils at nAT (compared to wild type at nAT) (Additional File 1 – Fig. S8f; Additional File 4 – Table S1). 

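SR34b (AT4G02430, chromosome 4 from 1068974 to 1072263), which encodes a serine/arginine-rich splicing factor, was higher by 4.37 on the log2 scale in Col-0 at hAT than at nAT (standard error 0.12, adjusted p = 1.53e-20 from edgeR's quasi-likelihood test). Against Col-0 at nAT it was also higher by 4.15 in phyB at nAT (standard error 0.12, adjusted p = 6.98e-20) and by 3.92 in 35S::PIF4 at nAT (standard error 0.12, adjusted p = 2.69e-19, both from edgeR). Of the genes higher in Col-0 at hAT, 3604 (70%) were also higher in 35S::PIF4 at nAT than in Col-0 at nAT, where independent sets would share 993. With phyB at nAT 3935 (76.4%) were shared, where independent sets would share 1090. In all, 3372 (65.5%) were higher in all 3 comparisons, where independent sets would share 210. The comparisons share the 4 libraries of Col-0 at nAT as their reference, and sampling error in these libraries moves all of them alike. When 2 of the Col-0 libraries at nAT served as the reference of Col-0 at hAT and the other two as that of the mutants, 51.7% to 65.9% of the genes higher in Col-0 at hAT were higher in both mutants, over the 6 ways to divide them. With the length offset, 2039 genes (54%) were higher in all 3 comparisons.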

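CHS (AT5G13930, chromosome 5 from 4488476 to 4490264), the chalcone synthase that starts flavonoid synthesis, had 2900 ± 93.3 CPM in Col-0 at nAT, 539 ± 8.98 CPM in Col-0 at hAT, 759 ± 12.2 CPM in phyB at nAT and 1160 ± 146 CPM in 35S::PIF4 at nAT (SD, n = 4 each). Against Col-0 at nAT it fell by 2.43 on the log2 scale in Col-0 at hAT (standard error 0.07, adjusted p = 1.95e-20 from edgeR's quasi-likelihood test). It was also lower in phyB, at -1.93 (standard error 0.07, adjusted p = 1.48e-18), and in 35S::PIF4, at -1.33 (standard error 0.07, adjusted p = 1.75e-15, both from edgeR). LSU1 was lower in phyB, with a log2 fold change of -4.89 (standard error 0.23, adjusted p = 6.05e-16), and in 35S::PIF4, with one of -3.08 (standard error 0.19, adjusted p = 1.43e-13, both from edgeR). Of the genes lower in Col-0 at hAT, 1949 (68.2%) were also lower in phyB at nAT and 1610 (56.4%) in 35S::PIF4 at nAT, where independent sets would share 341 and 348. In both mutants 1372 (48%) were lower, against 41.5 for independent sets, or 847 (36.7%) with the length offset. With separate Col-0 libraries for the Col-0 comparison and the mutants, the share lower in both mutants ranged from 29.1% to 58.6%. It was lowest when replicates 1 and 2 at nAT were the reference of Col-0 at hAT and highest when replicates 3 and 4 were.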

Wild-type *Arabidopsis* pistils (and ovules) developed at hAT showed pronounced transcriptional changes with a substantial overlapping regulation with *phyB* and *35S::PIF4* pistils developed at nAT. This suggests that the *Arabidopsis* response to hAT during pistil development may involve signaling pathways dependent on the phyB and PIF regulators.

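Across the 21312 tested genes, the log2 fold changes of Col-0 at hAT and of phyB at nAT, both against Col-0 at nAT, had a Pearson correlation of 0.844 (Spearman rho = 0.881) and a covariance of 1.358. For 35S::PIF4 at nAT, the correlation was 0.745 (Spearman rho = 0.815) and the covariance 1.173. The shared reference alone gives a high correlation: simulated groups with no difference had a median correlation of 0.817 for phyB and 0.77 for 35S::PIF4, with a covariance of 0.044 for each. Taking off this simulated covariance left 1.313 for phyB and 1.129 for 35S::PIF4. Sampling error in the shared libraries thus gives little of the observed covariance. A difference in preparation of these 4 libraries would remain in it. With separate Col-0 libraries at nAT as references, the correlation was 0.736 to 0.761 for phyB and 0.65 to 0.673 for 35S::PIF4. The temperature responses of the mutants, which share no library with that of Col-0, had correlations with it of 0.472 in phyB (Spearman rho = 0.382) and 0.479 in 35S::PIF4 (Spearman rho = 0.428). FLP1, which fell in Col-0 at hAT, also fell by 1.47 on the log2 scale at hAT in phyB (standard error 0.22, adjusted p = 6.3e-06 from edgeR's quasi-likelihood test) and by 1.4 in 35S::PIF4 (standard error 0.23, adjusted p = 1.77e-05 from the same test). These correlations are across genes, which are not independent replicates. From the genes shared between Col-0 at hAT and the mutants at nAT, the paper proposes that signaling through phyB and the PIF regulators may take part in the response of pistils to hAT.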

### Gene ontology analysis identified biological processes affected by hAT and phyB-PIF4 signalling in pistils

Gene Ontology (GO) functional annotation analysis was performed for up- and downregulated DEGs in wild-type pistils from plants grown on hAT vs. nAT, and *35S::PIF4* and *phyB* pistils vs. wild-type plants grown on nAT to determine whether the hAT response in wild-type pistils shares GO patterns with the response in pistils from plants defective in the phyB pathway (Fig. 6; Additional File 4 – Table S2).

**Fig. 6:**
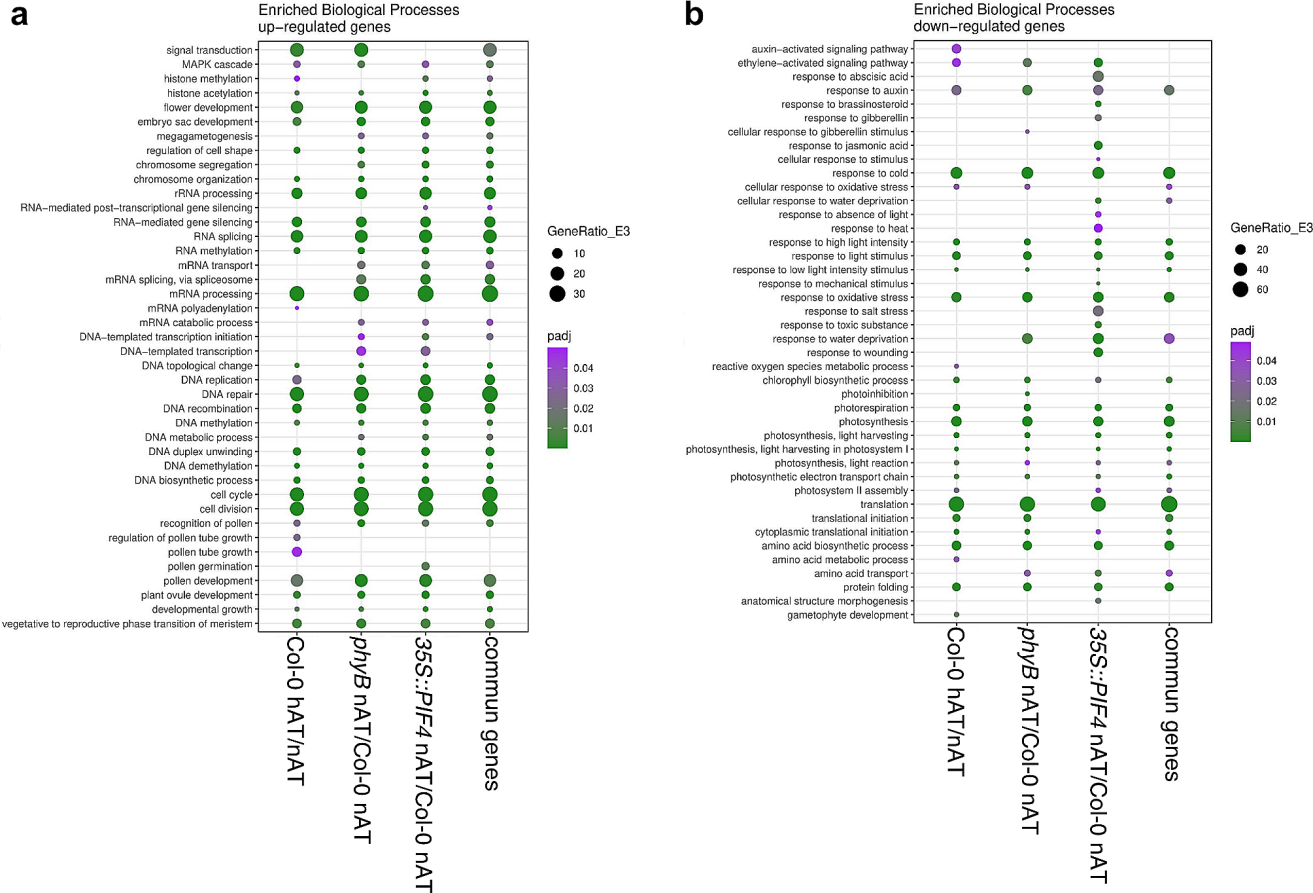
Gene Ontology analysis of the enriched biological processes in pistils of Col-0, *phyB*, *35S::PIF4* and common genes to the three genotypes. Analysis of Gene Ontology (GO) functional annotation of the enriched biological processes was performed for up- (**a**) and downregulated (**b**) DEGs in wild-type pistils from plants grown on hAT, and *35S::PIF4* and *phyB* pistils from plants grown on nAT. Data source is provided in Additional File 4 – Table S2

Cell division rate is known to be dependent on ambient temperature [59]. Several GO terms related to cell division, cell cycle, DNA replication, and mRNA processing were enriched among the commonly upregulated DEGs. These processes are known to be critical during pistil and ovule development. Indeed, GO terms associated with megagametogenesis, ovule, embryo sac, and flower development and the transition to the reproductive phase in the meristem were among the commonly upregulated DEGs (Fig. 6a). 

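Kinesin genes, which encode motor proteins of the spindle and the cell plate among others, were higher in Col-0 at hAT and in both mutants at nAT than in Col-0 at nAT. Of 49 tested kinesin genes, 38 were higher and none was lower in Col-0 at hAT (median log2 fold change 1.26, camera adjusted p = 6.28e-10, adjusted p = 0.332 with an estimated correlation). In phyB at nAT 39 were higher and 1 was lower, and in 35S::PIF4 at nAT 38 were higher and none was lower (camera adjusted p = 5.73e-12 and 5.29e-12, adjusted p = 0.326 and 0.307 with an estimated correlation). The 3 pairs of counts hold when adjusted over the list alone. KIN4B (AT3G50240) was higher by 2.79 on the log2 scale in Col-0 at hAT (standard error 0.13, adjusted p = 1.36e-16 from edgeR's quasi-likelihood test), and KIN7F (AT4G38950) by 2.47 (standard error 0.08, adjusted p = 1.19e-19 from the same test). The list of 18 mitotic cell cycle genes had 4 higher and 1 lower in Col-0 at hAT (the same when adjusted over the list alone; camera adjusted p = 0.538). CDC20-2 rose by 3.52 there (standard error 0.1, adjusted p = 1.52e-20 from edgeR). Of 17 DNA replication genes, 1 was higher and 3 were lower in Col-0 at hAT and in phyB at nAT, and 5 were higher and none was lower in 35S::PIF4 at nAT (the same when adjusted over the list alone, with camera adjusted p = 0.868, 0.472 and 0.124). These counts include the fold threshold, while for its GO analysis the paper names an adjusted p alone. POLA (AT5G67100), the catalytic subunit of DNA polymerase alpha, rose by 1.77 in Col-0 (standard error 0.16, adjusted p = 1.18e-10 from edgeR). PCNA (AT1G07370), the sliding clamp of the replication fork, fell by 1.53 (standard error 0.07, adjusted p = 6.63e-16 from edgeR). MCM6 (AT5G44635), a subunit of the replicative helicase, was higher by 1.30 in 35S::PIF4 at nAT (standard error 0.09, adjusted p = 8.69e-13 from edgeR). Of 71 genes of the spliceosome and splicing factors, 22 were higher and 7 lower in Col-0 at hAT, 23 and 4 in phyB at nAT, and 25 and 1 in 35S::PIF4 at nAT (the same when adjusted over the list alone; camera adjusted p = 0.379, 0.282 and 0.141). The medians of this list, 0.36, 0.39 and 0.42, lay above the -0.43 to 0.08, -0.38 to 0.09 and -0.37 to 0.07 of random lists matched on gene length and expression. They were -0.01, 0.05 and 0.14 with the length offset, and the list passed in 35S::PIF4 (camera adjusted p = 0.0213). Kinesins are long genes, and with the length offset 6 of them were higher in Col-0 at hAT, 6 in phyB and 9 in 35S::PIF4. POLA was then at 0.23 and MCM6 in 35S::PIF4 at 0.64, both under the fold threshold. With the offset, the DNA replication genes of Col-0 were lower than other genes at hAT (camera adjusted p = 0.0389, with 4 lower and none higher).

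**Figure D3:**
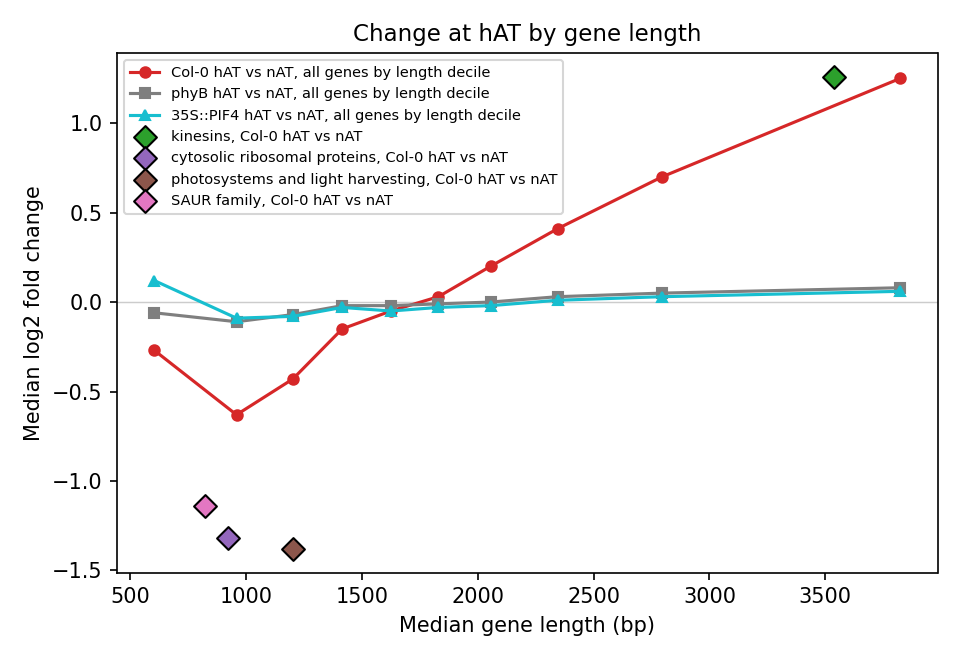
Median log2 fold change of hAT against nAT (vertical axis) by median gene length in base pairs (horizontal axis) for all tested genes in 10 groups of rising length, in Col-0, phyB and 35S::PIF4 (lines), and for 4 gene lists in Col-0 (diamonds). In Col-0 the median of the longest genes is 1.25 and that of the kinesins 1.26.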

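Genes of the female gametophyte were higher at hAT in Col-0 pistils. Of 7 tested egg cell genes, all 7 were higher in Col-0 at hAT (median log2 fold change 4.66, camera adjusted p = 0.00256, adjusted p = 0.151 with an estimated correlation). In phyB at nAT 6 of them were higher and none was lower (camera adjusted p = 0.063). In 35S::PIF4 at nAT 1 was higher, or none when adjusted over the list alone. The other counts hold when adjusted over the list alone. EC1.3 (AT2G21750, chromosome 2 from 9283367 to 9283774), a peptide that the egg cell secretes to activate sperm, had 0.273 ± 0.258 CPM in Col-0 at nAT and 16.2 ± 0.132 CPM at hAT (SD, n = 4 each). This is a log2 fold change of 5.90 (standard error 0.26, adjusted p = 8.53e-17 from edgeR's quasi-likelihood test). In the mutants at nAT it had 2.23 ± 0.485 CPM in phyB and 0.589 ± 0.191 CPM in 35S::PIF4 (SD, n = 4 each). Of 8 tested central cell genes, 5 were higher in Col-0 at hAT, 4 in phyB at nAT and 1 in 35S::PIF4 at nAT, where 2 were lower (the same when adjusted over the list alone; camera adjusted p = 0.103 in Col-0). FIS2 (AT2G35670), a Polycomb gene that represses endosperm development before fertilization, rose by 3.76 in Col-0 (standard error 0.37, adjusted p = 7.61e-10 from edgeR). MEA (AT1G02580) of the same complex rose by 3.35 (standard error 0.3, adjusted p = 1.28e-10 from edgeR). DEMETER (DME, AT5G04560), the DNA glycosylase that activates them in the central cell, was higher by 2.14 in Col-0 (standard error 0.14, adjusted p = 2.94e-13 from edgeR), and by 0.36 with the length offset. Among 11 genes of the ovule sporophyte, 1 was higher and none was lower in Col-0 at hAT, none was called in phyB at nAT and 2 were higher in 35S::PIF4 at nAT (the same when adjusted over the list alone; camera adjusted p = 0.529 in Col-0). AINTEGUMENTA (ANT, AT4G37750), which promotes integument growth, was higher by 1.03 in 35S::PIF4 at nAT (standard error 0.05, adjusted p = 2.1e-15 from edgeR), 0.79 with the length offset. Of 11 genes of the transmitting tract and carpel, 4 were lower in Col-0 at hAT, 2 in phyB at nAT and 3 in 35S::PIF4 at nAT, and none was higher in any (the same when adjusted over the list alone; camera adjusted p = 0.0452 in Col-0, adjusted p = 0.151 with an estimated correlation). The median in Col-0, -0.68, lay inside the -0.89 to 0.15 of random lists matched on gene length and expression. HEC1 (AT5G67060), a transcription factor of the transmitting tract, fell by 2.58 in Col-0 (standard error 0.15, adjusted p = 1.1e-14), and the carpel gene CRC (AT1G69180) by 1.48 (standard error 0.25, adjusted p = 7.41e-06, both from edgeR).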

Among the GO terms related to fertilization and reproduction, recognition of pollen, (regulation of) pollen growth and pollen development were enriched. Genes involved in pollen tube growth were specifically upregulated in the wild-type pistils at hAT (vs. nAT), whereas genes involved in pollen germination were enriched only in *35S::PIF4* pistils at nAT (compared with nAT wild type) (Fig. 6a). This suggests that both hAT and the phyB-PIF4 pathway may influence the expression of genes involved in ovule development as observed in Fig. 5, and that fertilization processes dependent on pollen tube growth and guidance may be specifically affected by hAT in wild-type pistils.

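ANX1 (AT3G04690), a receptor kinase that keeps the pollen tube intact as it grows, was higher by 2.07 on the log2 scale in Col-0 at hAT (standard error 0.1, adjusted p = 4.32e-16 from edgeR's quasi-likelihood test). It was higher by 1.88 in phyB at nAT (standard error 0.1, adjusted p = 4.96e-15) and by 1.78 in 35S::PIF4 at nAT (standard error 0.1, adjusted p = 1.6e-14, both from edgeR). Its partner ANX2 (AT5G28680) was higher by 4.18 in Col-0 at hAT (standard error 0.49, adjusted p = 1.6e-08) and by 2.34 in 35S::PIF4 at nAT (standard error 0.57, adjusted p = 0.000639, both from edgeR). HAP2 (AT4G11720), a sperm protein needed for gamete fusion, was higher by 2.88 in phyB at nAT (standard error 0.49, adjusted p = 6.99e-06), by 2.48 in 35S::PIF4 at nAT (standard error 0.5, adjusted p = 7.03e-05) and by 1.31 in Col-0 at hAT (standard error 0.56, adjusted p = 0.034, all from edgeR). Of 16 tested pollen genes, 10 were higher and 1 was lower in Col-0 at hAT. There were 5 higher in phyB at nAT, and 6 higher and 1 lower in 35S::PIF4 at nAT (the same when adjusted over the list alone; camera adjusted p = 0.0818 in Col-0). PME5 (AT2G47040), a pectin methylesterase of pollen, rose by 1.94 in Col-0 (standard error 0.27, adjusted p = 2.49e-07 from edgeR). Of 7 tested tapetum genes of the anther, 3 were higher in Col-0 at hAT (2 when adjusted over the list alone), 5 in phyB at nAT (6 when adjusted over the list alone). There were 2 higher and 1 lower in 35S::PIF4 at nAT (camera adjusted p = 0.244 in Col-0). TKPR1 (AT4G35420), a reductase of sporopollenin synthesis, rose by 3.58 in Col-0 (standard error 0.16, adjusted p = 7.15e-17 from edgeR). The floral identity gene AP3 (AT3G54340) of petals and stamens had a log2 fold change of -0.25 in Col-0 (standard error 0.09, adjusted p = 0.00971 from edgeR). Under the length offset, ANX1 was at 0.83 in phyB and 0.76 in 35S::PIF4, and on log2(FPKM + 1) HAP2 was at 0.73 and 0.57, all under the fold threshold. Without replicate 4 of Col-0 at nAT, ANX2 was higher in phyB at nAT as well, by 1.92 (adjusted p = 0.043 from edgeR), against 1.11 with it (adjusted p = 0.129).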

Surprisingly, GO terms related to the responses to phytohormones and abiotic stresses were found to be downregulated (Fig. 6b). Responses to auxin and ethylene were downregulated in all sample comparisons. However, GO terms associated with brassinosteroids, gibberellins, abscisic acid, and jasmonic acid were exclusively downregulated in *35S::PIF4* pistils at hAT (compared with Col-0 at nAT) (Fig. 6b). Furthermore, GO terms related to cold and light stress responses, photosynthesis, protein translation, and metabolism were generally enriched among the downregulated genes in all three samples (Fig. 6b).

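SAUR genes, small auxin-induced genes of cell expansion, were lower in Col-0 at hAT and in both mutants at nAT than in Col-0 at nAT. Of 34 tested SAUR genes, 21 were lower and 2 higher in Col-0 at hAT (median log2 fold change -1.14, camera adjusted p = 0.000489, adjusted p = 0.192 with an estimated correlation). In phyB at nAT 23 were lower and none was higher, and in 35S::PIF4 at nAT 19 were lower and 1 was higher (camera adjusted p = 6.89e-06 and 5.66e-05, adjusted p = 0.197 and 0.216 with an estimated correlation). The 3 pairs of counts hold when adjusted over the list alone. SAUR21 (AT5G18030, chromosome 5 from 5968352 to 5969190) fell by 2.53 in Col-0 (standard error 0.13, adjusted p = 2.6e-15 from edgeR's quasi-likelihood test), and its neighbour SAUR19 (AT5G18010) by 1.90 (standard error 0.29, adjusted p = 1.18e-06 from the same test). The SAUR19 to SAUR24 genes are near-identical, so that reads shared between them make the division among them uncertain. Of 7 GH3 genes of auxin conjugation, 2 were higher and 2 lower in Col-0 at hAT and none was called in either mutant at nAT. Of 15 auxin transport genes 1 was lower in Col-0 at hAT (the same when adjusted over the list alone; camera adjusted p = 0.209 and 0.302 in Col-0). Of 14 tested genes of ethylene synthesis and signaling, 1 was lower and none was higher in each of the 3 comparisons (the same when adjusted over the list alone; camera adjusted p = 0.67 in Col-0). Against random lists matched on gene length and expression, their median lay inside the range in Col-0 (0.26 against 0.09 to 1.05) and below it in phyB (0.01 against 0.09 to 1.01) and 35S::PIF4 (-0.15 against 0.06 to 1.01). EBF1 (AT2G25490), an F-box protein that removes the ethylene regulator EIN3, fell by 1.02 in Col-0 at hAT (standard error 0.06, adjusted p = 3.4e-14 from edgeR). It was lower in phyB at nAT, at -1.03 (standard error 0.06, adjusted p = 3.91e-14), and in 35S::PIF4 at nAT, at -1.07 (standard error 0.06, adjusted p = 1.97e-14, both from edgeR). With the length offset, 11 SAUR genes were lower in Col-0, 11 in phyB and 5 in 35S::PIF4. Without replicate 3 of Col-0 at nAT, EBF1 was at -0.97 in Col-0 and -0.98 in phyB.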

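Some gibberellin genes were lower in 3 comparisons against Col-0 at nAT. Of 16 tested genes of gibberellin synthesis and signaling, 5 were lower and none was higher in phyB at nAT (median log2 fold change -0.82, camera adjusted p = 0.000371, adjusted p = 0.197 with an estimated correlation). In 35S::PIF4 at nAT 5 were lower and 1 was higher (median -0.78, camera adjusted p = 0.00334, adjusted p = 0.216 with an estimated correlation). In Col-0 at hAT 5 were lower and 1 was higher (median -0.51, camera adjusted p = 0.011, adjusted p = 0.151 with an estimated correlation). RGA (AT2G01570, chromosome 2 from 255247 to 257568), a DELLA repressor of gibberellin responses, fell by 1.24 in Col-0 at hAT (standard error 0.06, adjusted p = 9.32e-17 from edgeR's quasi-likelihood test). It was lower in phyB at nAT, at -1.05 (standard error 0.05, adjusted p = 3.34e-15), and in 35S::PIF4 at nAT, at -1.18 (standard error 0.05, adjusted p = 5.16e-16, both from edgeR). GID2 (AT4G24210), the F-box protein that targets DELLA proteins for degradation, fell by 1.37 in Col-0 at hAT (standard error 0.1, adjusted p = 2.07e-12 from edgeR). Of 15 tested jasmonic acid genes, 4 were lower in 35S::PIF4 at nAT (median -0.55, camera adjusted p = 0.00334, adjusted p = 0.307 with an estimated correlation). That median lay inside the -0.73 to 0.22 of random lists matched on gene length and expression. In phyB at nAT 3 jasmonic acid genes were lower and 1 was higher (camera adjusted p = 0.0841), and 2 were lower and 1 was higher in Col-0 at hAT (camera adjusted p = 0.303). AOC2 (AT3G25770), an allene oxide cyclase of jasmonate synthesis, fell by 2.68 in Col-0 at hAT (standard error 0.35, adjusted p = 1.39e-07 from edgeR). The jasmonate-induced VSP1 (AT5G24780) fell by 1.57 (standard error 0.06, adjusted p = 1.18e-18 from edgeR). Of 10 brassinosteroid genes, 1 was higher in Col-0 at hAT and in phyB at nAT and 2 in 35S::PIF4 at nAT, and none was lower. CYP85A1 (AT5G38970), which makes castasterone, was higher by 1.45 in 35S::PIF4 at nAT (standard error 0.1, adjusted p = 1.79e-12 from edgeR). Of 10 tested abscisic acid genes, 4 were higher in Col-0 at hAT, 1 in phyB at nAT and none in 35S::PIF4 at nAT, and none was lower. CYP707A3 (AT5G45340), which breaks down abscisic acid, rose by 2.24 in Col-0 at hAT (standard error 0.23, adjusted p = 1.78e-09 from edgeR). All counts of the 4 hormone lists hold when adjusted over the list alone, and neither of the last lists differed from other genes in Col-0 (camera adjusted p = 0.778 and 0.659). The fold threshold enters these counts, while for its GO analysis the paper names an adjusted p alone. Under the length offset, GID2 was at -0.93 in Col-0 and the gibberellin list no longer passed there (camera adjusted p = 0.0662). Its medians lay below the ranges of random lists matched on gene length and expression in phyB (-0.5 to 0.4) and 35S::PIF4 (-0.53 to 0.39) and inside that of Col-0 (-0.53 to 0.49).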

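Many genes of photosynthesis and of the cytosolic ribosome were lower in Col-0 at hAT and in both mutants at nAT than in Col-0 at nAT. Of 52 tested genes of the photosystems and their light-harvesting antennae, 38 were lower and 1 was higher in Col-0 at hAT (median log2 fold change -1.38, camera adjusted p = 2.08e-13, adjusted p = 0.151 with an estimated correlation). In phyB 31 were lower and 1 was higher, and in 35S::PIF4 29 and 2 (camera adjusted p = 5.73e-12 and 5.31e-11, adjusted p = 0.197 and 0.216 with an estimated correlation). LHCB1.1 (AT1G29910), a chlorophyll-binding antenna protein with near-identical copies that share reads, fell by 2.99 in Col-0 at hAT (standard error 0.15, adjusted p = 6.4e-16 from edgeR's quasi-likelihood test). Among 201 tested cytosolic ribosomal protein genes, 156 were lower and 4 higher in Col-0 at hAT (median -1.32, camera adjusted p = 4.5e-31, adjusted p = 0.223 with an estimated correlation). In phyB 123 were lower and 4 higher, and in 35S::PIF4 73 and 6 (camera adjusted p = 1.91e-29 and 7.26e-22, adjusted p = 0.29 and 0.307 with an estimated correlation). RPS16C (AT5G18380, chromosome 5 from 6089712 to 6090804) of the small subunit fell by 2.27 in Col-0 at hAT (standard error 0.11, adjusted p = 4.8e-16 from edgeR). Reads shared between paralogs make single ribosomal genes uncertain. Of 15 cold response genes, 7 were lower and 2 higher in Col-0 at hAT (camera adjusted p = 0.115), 7 lower in phyB and 5 lower in 35S::PIF4 (camera adjusted p = 0.00698 and 0.0029, adjusted p = 0.2 and 0.216 with an estimated correlation). RD29A (AT5G52310), which cold, drought and abscisic acid induce, fell by 3.38 in Col-0 at hAT (standard error 0.24, adjusted p = 1.24e-12 from edgeR). XERO2 (AT3G50970), a dehydrin gene of the cold response, had 91 counts over the 4 Col-0 libraries at nAT and 1 count at hAT, a ratio of 0.00682 (95% Poisson interval 0.000171 to 0.0389, for counting error only). In the list of 14 tested genes of flavonoid synthesis, 4 were higher and 6 lower in Col-0 at hAT, and 1 was higher and 3 lower in each mutant at nAT (camera adjusted p = 0.103 in Col-0). Of 62 tested genes of the chloroplast genome, 38 were lower and 2 higher in Col-0 at hAT, 34 and 4 in phyB, and 38 and 6 in 35S::PIF4 (camera adjusted p = 0.00101, 0.00223 and 0.00141; adjusted p = 0.332, 0.402 and 0.413 with an estimated correlation). Mitochondrial transcripts moved with them: of 33 tested genes of the mitochondrial genome, 10, 18 and 23 were lower and none was higher (medians -0.85, -1.27 and -1.44; camera adjusted p = 0.0247, 0.00223 and 0.000785; adjusted p = 0.332, 0.255 and 0.216 with an estimated correlation). The share of counts in rRNA genes was 0.22% in Col-0 at nAT and 0.146% in the mean of the other groups. The counts of these lists hold when adjusted over the list alone. With the length offset, 84 ribosomal and 29 photosystem genes were lower in Col-0 at hAT, 40 and 19 in phyB, and 12 and 15 in 35S::PIF4. Against random lists matched on gene length and expression, the photosystem median lay below the range in each comparison. The ribosomal median lay just below it in Col-0 (-1.32 against -1.3 to -1.1) and inside it in phyB (-1.13 against -1.15 to -0.99). In 35S::PIF4 the ribosomal median lay above it (-0.85 against -1.03 to -0.87).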

### The expression profile of the *phyB* and *35S::PIF4* pistils at nAT for auxin signaling and miRNA processing genes is comparable to that of wild-type pistils at hAT

Hierarchical clustering analysis of the expressed genes identified two major clusters among the top 100 DEGs in Col-0 pistils at hAT versus nAT (Additional File 1 – FigureS10; Additional File 4 – Table S3), the DEGs involved in the auxin signaling pathway (Fig. 7a; Additional File 4 – Table S3) and in miRNA biogenesis (Fig. 7b; Additional File 4 – Table S3). One cluster consists exclusively of the wild-type pistils from plants grown in nAT. The second cluster includes the pistils from *phyB* and *35S::PIF4* plants grown in nAT and hAT, as well as from wild-type plants grown in hAT. 

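In hierarchical clustering, the 4 libraries of Col-0 at nAT parted from the other 20 for each of the lists of top 100, auxin and miRNA genes that the paper drew from these samples, which are therefore not independent evidence of the division. KIN2 (AT5G15970, chromosome 5 from 5211719 to 5212743), a cold-induced gene, had 621 ± 258 CPM in Col-0 at nAT, 72.2 ± 2.8 CPM in Col-0 at hAT and 150 ± 7.7 CPM in 35S::PIF4 at nAT (SD, n = 4 each). In phyB its level was 112 ± 4.42 CPM at nAT and 53.8 ± 7.59 CPM at hAT, where replicate 1 stood above the other libraries of its group at 65.2 (SD, n = 4 each). DCL1 (AT1G01040, chromosome 1 from 23121 to 31227), the ribonuclease that makes microRNAs, had 9.92 ± 3.55 CPM in Col-0 at nAT, and between 71.8 ± 0.747 CPM (phyB at nAT) and 84.7 ± 2.74 CPM (Col-0 at hAT) in the other groups (SD, n = 4 each). Of the top 100 list, 43 genes were higher and 55 lower in Col-0 at hAT, as the paper chose them for. The division into 4 and 20 libraries held with average linkage and with each gene scaled for the 3 lists. Under the length offset, the 7 miRNA genes put 8 libraries together, those of Col-0 and of 35S::PIF4 at nAT.

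**Figure D4:**
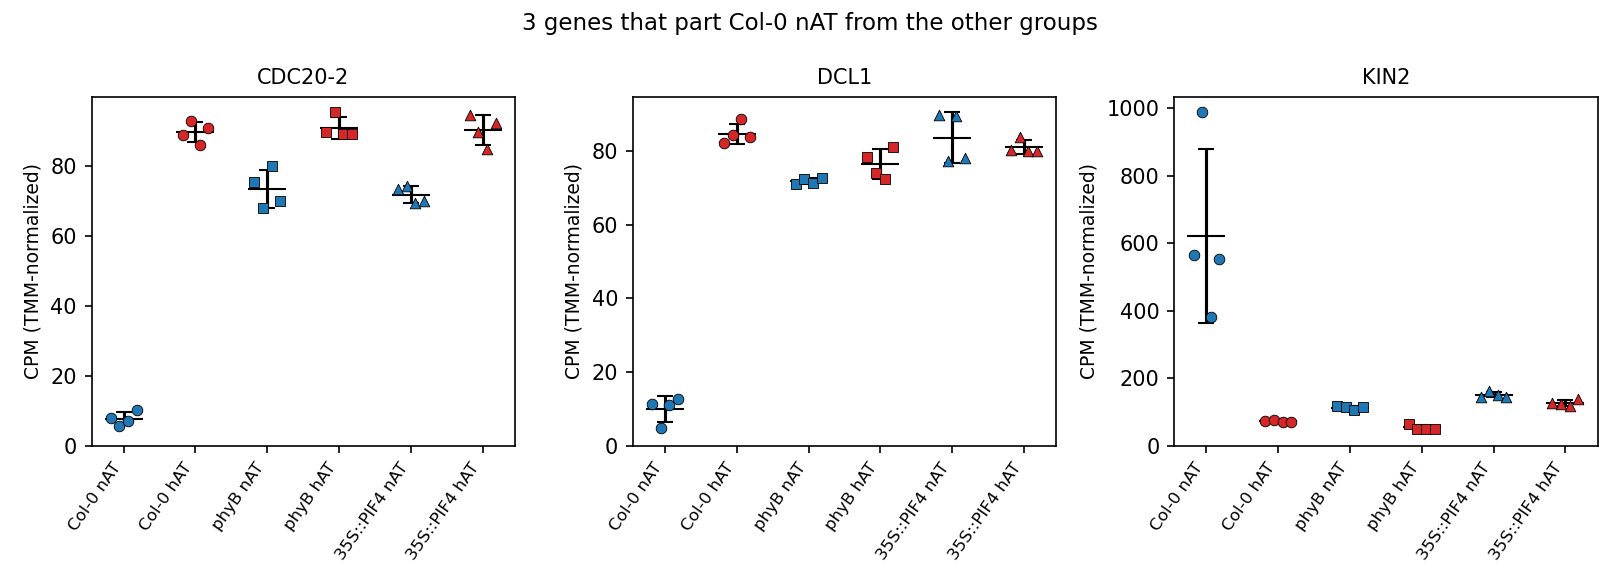
TMM-normalized CPM of CDC20-2, DCL1 and KIN2 in the 24 pistil libraries, by genotype and temperature; points are libraries, bars are the mean and SD of 4 libraries. Col-0 at nAT has the lowest CDC20-2 (7.66 CPM) and DCL1 (9.92 CPM) and the highest KIN2 (621 CPM).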

Similar to what was observed during our phenotyping analysis, these results indicate that the response to hAT and to the phyB-PIF4 pathway share a gene regulatory network.

**Fig. 7:**
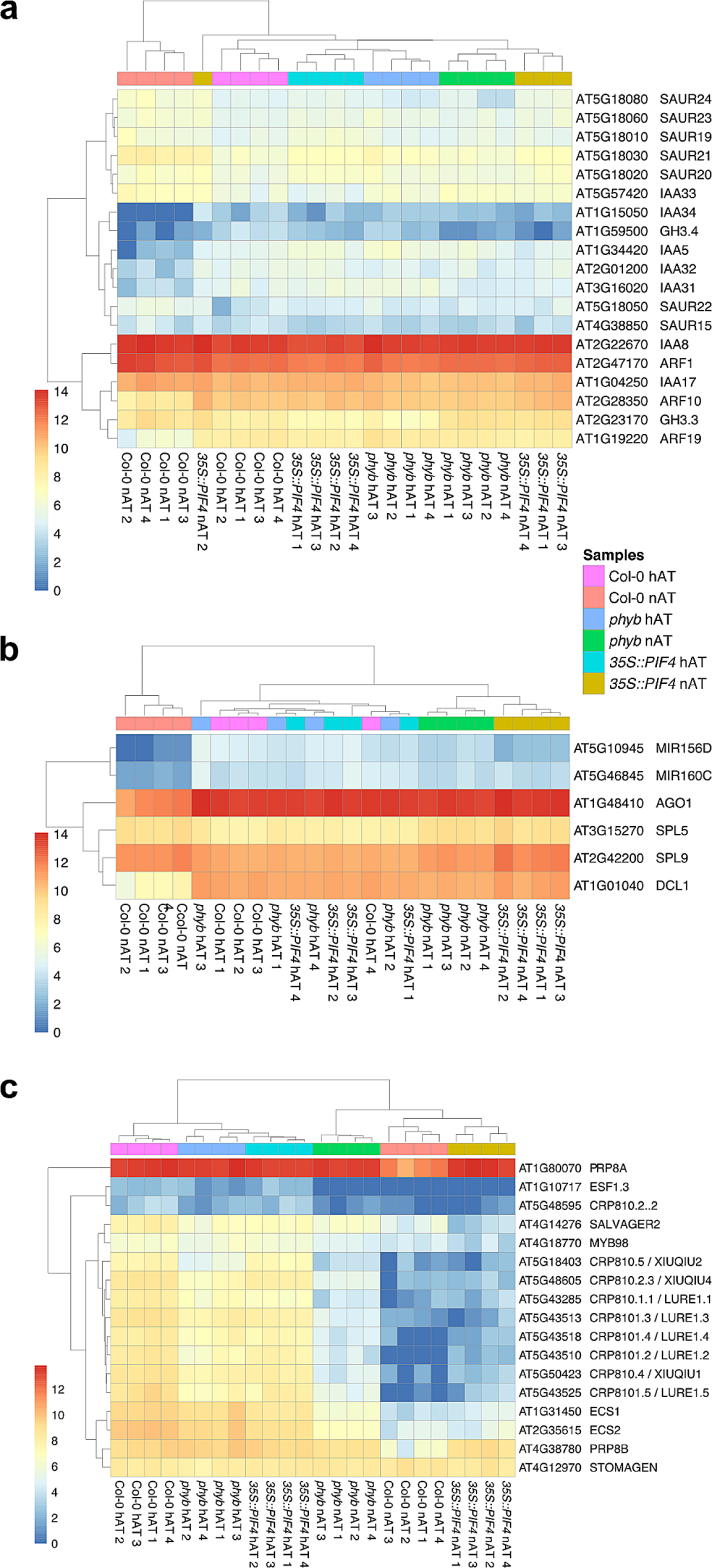
Cluster analysis of DEGs related to auxin (**a**), MIR biogenesis (**b**) and pollen tube attractants (**c**). The color code of the samples is provided. Data source is provided in Additional File 4 – Table S3

PIF4 binds to the promoters of several *miR156* genes to repress their expression, resulting in the accumulation of the miR156 target transcripts, the *SQUAMOSA-PROMOTER BINDING PROTEIN-LIKE* (*SPL*) genes [60]. SPL will then regulate plant growth in response to shade and warm temperature. The module miR156/*SPL9* regulates the thermomorphogenetic response of the hypocotyl by mitigating its sensitivity of auxin [61]. Several *SMALL AUXIN UP RNA* (*SAUR*) and *Aux/IAA* genes, as well as *AUXIN RESPONSE FACTOR ARF10* and *ARF19* are upregulated in the second cluster (Fig. 7a). 

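ARF19 (AT1G19220, chromosome 1 from 6627683 to 6633133), an activator of auxin-responsive genes, was higher than in Col-0 at nAT by 1.92 on the log2 scale in Col-0 at hAT (standard error 0.16, adjusted p = 2.74e-11 from edgeR's quasi-likelihood test). It was higher by 1.90 in phyB at nAT (standard error 0.16, adjusted p = 4.15e-11) and by 1.56 in 35S::PIF4 at nAT (standard error 0.16, adjusted p = 2.16e-09, both from edgeR). ARF10 (AT2G28350), a repressor that miR160 targets, was higher by 1.10 in 35S::PIF4 at nAT (standard error 0.07, adjusted p = 2.17e-13), and had a log2 fold change of 0.72 in Col-0 at hAT (standard error 0.07, adjusted p = 7.81e-10, both from edgeR), under the fold threshold. Of 15 genes of the ARF family, 4 were higher in Col-0 at hAT, 4 in phyB at nAT and 6 in 35S::PIF4 at nAT, and none was lower (camera adjusted p = 0.00595, 0.00199 and 0.000295; adjusted p = 0.332, 0.35 and 0.305 with an estimated correlation). Of 26 tested Aux/IAA genes, which encode repressors of auxin responses, 1 was higher and 4 were lower in Col-0 at hAT. There were 4 lower in phyB at nAT, and 1 higher and 1 lower in 35S::PIF4 at nAT (camera adjusted p = 0.0319 in Col-0 and 0.0469 in phyB; adjusted p = 0.332 and 0.4 with an estimated correlation). IAA17 (AT1G04250) fell by 1.13 in Col-0 at hAT (standard error 0.07, adjusted p = 1.81e-13), and IAA33 (AT5G57420) by 2.25 (standard error 0.22, adjusted p = 6.7e-10, both from edgeR). Of the 18 tested genes of the auxin list in Fig. 7a, 5 were higher and 11 lower in Col-0 at hAT, 2 and 10 in phyB at nAT, and 4 and 8 in 35S::PIF4 at nAT. The paper chose this list on these samples, so it is not independent evidence of the direction. All of these counts hold when adjusted over the list alone. With the length offset, ARF19 was at 0.71, 0.69 and 0.38 and no ARF gene was higher in Col-0 or 35S::PIF4. The ARF list of Col-0 turned to the lower side of other genes (camera adjusted p = 0.595). ARF10 was then at 0.45 in 35S::PIF4 and IAA17 at -0.78 in Col-0, under the fold threshold. Both families lay inside the ranges of random lists matched on gene length and expression, in Col-0 with medians of 0.71 (0.21 to 1.14) for the ARF and -0.28 (-0.64 to 0.09) for the Aux/IAA genes.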

We also identified *MIR156*, *MIR160*, and the miRNA processing *AGO1*, *DCL1* genes to be upregulated in the same cluster, while the MIR156 targets *SPL5* and *SPL9* were slightly down-regulated (Fig. 7b).

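MIR156D (AT5G10945, chromosome 5 from 3456632 to 3456749), a precursor of miR156, had 2 counts over the 4 libraries of Col-0 at nAT and 83 at hAT, a ratio of 25.7 (95% Poisson interval 6.9 to 216, for counting error only). Against the same 2 counts, phyB at nAT had 45 (ratio 14.7, interval 3.84 to 125) and 35S::PIF4 at nAT had 18 (ratio 5.35, interval 1.28 to 47.5). MIR160C (AT5G46845), a precursor of miR160, was higher by 2.05 on the log2 scale in Col-0 at hAT (standard error 0.42, adjusted p = 8.09e-05 from edgeR's quasi-likelihood test). It was higher by 1.82 in phyB at nAT (standard error 0.43, adjusted p = 0.000463) and by 1.68 in 35S::PIF4 at nAT (standard error 0.43, adjusted p = 0.00112, both from edgeR). DCL1 rose by 3.07 in Col-0 at hAT (standard error 0.13, adjusted p = 5.91e-17 from edgeR). It was higher by 2.83 in phyB at nAT (standard error 0.13, adjusted p = 4.87e-16) and by 3.05 in 35S::PIF4 at nAT (standard error 0.13, adjusted p = 1.34e-16, both from edgeR). AGO1 (AT1G48410), the slicer that microRNAs guide, rose by 1.22 in Col-0 at hAT (standard error 0.08, adjusted p = 5.84e-13 from edgeR). The miR156 target SPL5 (AT3G15270) fell by 2.04 in Col-0 at hAT (standard error 0.1, adjusted p = 1.4e-15) and SPL9 (AT2G42200) by 1.52 (standard error 0.05, adjusted p = 1.64e-18, both from edgeR). Of 8 tested miR156-targeted SPL genes, 3 were lower and none was higher in Col-0 at hAT (camera adjusted p = 0.258). Of 26 genes of the small RNA machinery, 14 were higher in Col-0 at hAT, 14 in phyB at nAT and 13 in 35S::PIF4 at nAT, and none was lower (camera adjusted p = 1.1e-05, 2.55e-06 and 1.35e-06; adjusted p = 0.332, 0.36 and 0.307 with an estimated correlation). Of the 7 genes of the miRNA list in Fig. 7b, chosen by the paper on these samples and so not independent evidence, 4 were higher and 2 lower in Col-0 at hAT, 4 were higher in phyB at nAT and 5 in 35S::PIF4 at nAT. These counts hold when adjusted over the list alone, and of the 2 tested MIR160 loci 1 was higher in Col-0 at hAT, or 2 when adjusted over the list alone. Under the length offset, AGO1 was at 0.22 and 5 of the small RNA genes were higher in Col-0 at hAT. Their median there, 1.05, lay inside the 0.51 to 1.26 of random lists matched on gene length and expression.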

We looked in more details at the expression behavior of known transcriptional targets of PIF4 (Additional File 4 – Table S4). In the wild-type pistil samples, 3,453 genes are downregulated under hAT compared to nAT. Among these, 522 genes are known targets of PIF4 identified by the TF2Network (http://bioinformatics.psb.ugent.be/webtools/TF2Network/) [62]. 280 of the 522 PIF4 target genes were differentially expressed (downregulated) in the *35S::PIF4* pistils compared to the Col-0 under nAT.

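Of the 522 PIF4 targets that the paper lists from TF2Network, 501 were tested, and 443 of them were lower in Col-0 at hAT than at nAT, the property by which the paper picked them. In 35S::PIF4 at nAT 262 were lower than in Col-0 at nAT and none was higher, and 246 were lower in both comparisons. In phyB at nAT 285 were lower. Of the listed targets lower in Col-0 at hAT, 55.5% were also lower in 35S::PIF4 at nAT, against 56.4% of all genes lower in Col-0 at hAT. Of the 280 targets that the paper lists as lower in 35S::PIF4, 274 were tested and 262 were lower there. Both lists were chosen on these samples and are not independent evidence of a direction. Between nAT and hAT in 35S::PIF4, 14 of the 501 genes rose and 48 fell. A list of 21 genes that PIF4 induces in seedlings, 20 of them tested, had 3 higher and 10 lower in Col-0 at hAT (median log2 fold change -0.89, camera adjusted p = 0.0247, adjusted p = 0.151 with an estimated correlation). There were 3 higher and 7 lower in each mutant at nAT (camera adjusted p = 0.28 in phyB and 0.08 in 35S::PIF4). WRKY51 (AT5G64810), a transcription factor gene of the target list, was lower in Col-0 at hAT, with a log2 fold change of -3.35 (standard error 0.58, adjusted p = 9.81e-06 from edgeR's quasi-likelihood test). In 35S::PIF4 at nAT it was at -1.43 (standard error 0.46, adjusted p = 0.00642 from edgeR). Of 18 genes of the phyB-PIF pathway, 7 were higher in Col-0 at hAT, 6 in phyB at nAT, and 6 higher and 2 lower in 35S::PIF4 at nAT (camera adjusted p = 0.0169 in Col-0, adjusted p = 0.332 with an estimated correlation). These are long genes, and their medians of 0.73, 0.86 and 0.93 lay inside the 0.34 to 1.3, 0.3 to 1.23 and 0.25 to 1.18 of random lists matched on gene length and expression. The counts hold when adjusted over the list alone. After the length offset, 284 of the targets were lower in Col-0 at hAT and 145 in 35S::PIF4 at nAT, and of the pathway 1 was higher and 2 were lower in Col-0. On log2(FPKM + 1) WRKY51 was at -0.79 in Col-0.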

### Pollen tube attractants are upregulated at hAT

We also performed a hierarchical clustering for genes related to pollen tube guidance, an enriched GO term category (Figs. 6a and 7c; Additional File 4 – Table S3). 

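MYB98 (AT4G18770, chromosome 4 from 10311030 to 10313104), a transcription factor of the synergid cells, was higher at hAT by 2.75 on the log2 scale in 35S::PIF4 (standard error 0.25, adjusted p = 6.77e-10 from edgeR's quasi-likelihood test). It was higher by 1.36 in Col-0 (standard error 0.22, adjusted p = 4.59e-06) and by 1.02 in phyB (standard error 0.22, adjusted p = 0.000463, both from edgeR). In phyB it was under the fold threshold, at 0.93, 0.94 and 0.92, without replicate 4 at nAT, replicate 1 at hAT or replicate 3 at hAT. On log2(FPKM + 1) it was at 0.47 there and at 0.68 in Col-0. Over the 15 tested genes of the list of pollen tube guidance genes in Fig. 7c, hierarchical clustering put the 12 libraries from nAT in a group and the 12 from hAT in another, with average linkage, with each gene scaled and with the length offset as well. Of these genes, 14 were higher and 1 lower at hAT in Col-0, 11 were higher in phyB and 12 in 35S::PIF4 (the same when adjusted over the list alone). The median log2 fold changes were 5.57 in Col-0 (camera adjusted p = 0.000739, adjusted p = 0.151 with an estimated correlation), 1.93 in phyB (camera adjusted p = 1.77e-07, adjusted p = 0.0327 with an estimated correlation) and 4.02 in 35S::PIF4 (camera adjusted p = 5.51e-09, adjusted p = 0.0119 with an estimated correlation). The paper drew this list from these samples, which makes it no independent evidence of the direction.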

Again, two distinct clusters related to the hAT response (independently of the genotype) were identified. 

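LURE1.2 (AT5G43510, chromosome 5 from 17474049 to 17474485), a peptide by which synergid cells attract pollen tubes, had no count in the 4 libraries of Col-0 at nAT and 14.9 ± 1.06 CPM at hAT (SD, n = 4). This is at least 299-fold higher, taking a floor of 3 counts over the group, for counting error only. In phyB it went from 0.905 ± 0.355 to 4.86 ± 2.04 CPM (SD, n = 4 each; log2 fold change 2.40, standard error 0.26, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test). In 35S::PIF4 it went from 0.16 ± 0.0579 to 9.95 ± 1.46 CPM (SD, n = 4 each; log2 fold change 5.92, standard error 0.33, adjusted p = 6.56e-13 from the same test). XIUQIU4 (AT5G48605), another attractant, rose at hAT by 6.20 in Col-0 (standard error 0.25, adjusted p = 1.39e-17), by 1.75 in phyB (standard error 0.18, adjusted p = 1.54e-08) and by 5.64 in 35S::PIF4 (standard error 0.23, adjusted p = 7.43e-17, all from edgeR). ECS1 (AT1G31450), an aspartic protease of the egg cell, rose by 5.01 in Col-0 (standard error 0.16, adjusted p = 2.61e-19), by 2.86 in phyB (standard error 0.12, adjusted p = 1.65e-15) and by 3.99 in 35S::PIF4 (standard error 0.15, adjusted p = 1.26e-17, all from edgeR). Of 9 genes of the synergid cells and of pollen tube reception, 8 were higher at hAT in Col-0, 7 in phyB and 7 in 35S::PIF4, and none was lower (the same when adjusted over the list alone). Their median log2 fold changes were 6.30 in Col-0 (camera adjusted p = 0.0268, adjusted p = 0.151 with an estimated correlation), 1.93 in phyB (camera adjusted p = 0.00013, adjusted p = 0.0239 with an estimated correlation) and 3.98 in 35S::PIF4 (camera adjusted p = 0.000118, adjusted p = 0.0119 with an estimated correlation). The median of Col-0 is the same with LURE1.2 at its bound. Egg cell genes rose in the mutants too, 6 of 7 in each with none lower (the same when adjusted over the list alone; camera adjusted p = 1.22e-07 in phyB and 7.29e-07 in 35S::PIF4, adjusted p = 0.0111 and 0.00886 with an estimated correlation). EC1.3 had 12.1 ± 1.33 CPM in phyB and 9.71 ± 0.976 CPM in 35S::PIF4 at hAT (SD, n = 4 each). The LURE1 genes are near-identical, and reads shared between them make the division among them uncertain.

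**Figure D5:**
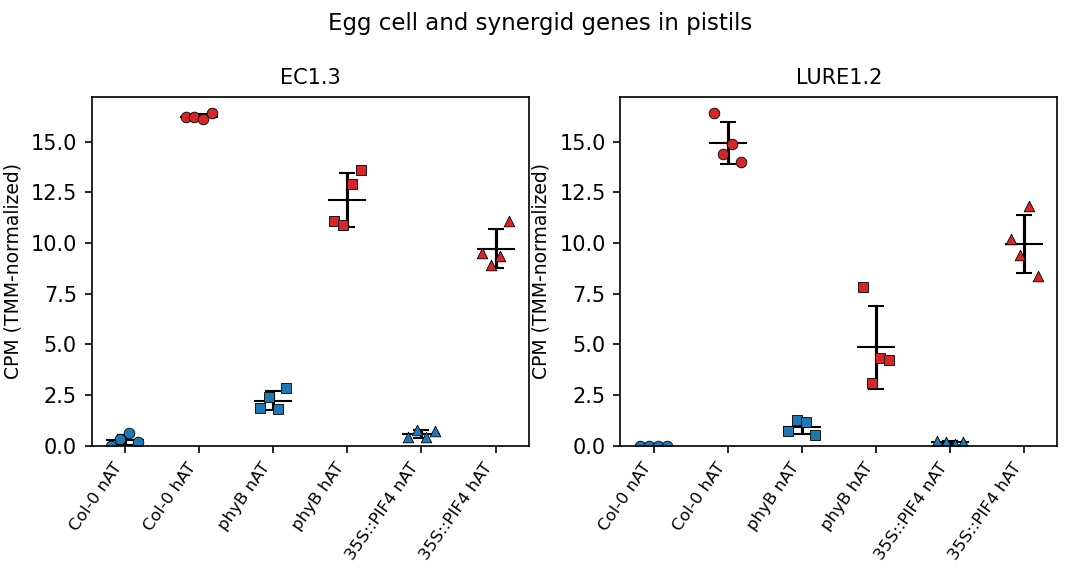
TMM-normalized CPM of EC1.3 and LURE1.2 in the 24 pistil libraries, by genotype and temperature; points are libraries, bars are the mean and SD of 4 libraries. Both genes are highest in Col-0 at hAT, at 16.2 CPM for EC1.3 and 14.9 CPM for LURE1.2.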

Genes encoding the defensin-like pollen tube attractants CYSTEINE-RICH PEPTIDE (CRP) AtLURE1s and XIUQIU, EMBRYO SURROUNDING FACTORS 1.3 (ESF1.3), EGG CELL SPECIFCs (ECSs), and MYB98, a transcription factor controlling their expression [63, 64], were upregulated in the cluster comprising all pistil samples from plants grown in hAT (Fig. 7c), regardless of genotype.

### Changes in *YUCCA* and *TAA1* expression levels in hAT in mature ovules suggest a role for auxin biosynthesis in the response to high ambient temperature

In seedlings, hAT-activated PIF4 enhances the expression of the *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS 1* (*TAA1*), *YUCCA 8* (*YUC8*) and *SAUR* genes in the leaves and hypocotyls [9, 20]. *TAA1*, *YUC4* and *YUC8* are also expressed in mature ovules at the micropyle cells surrounding the embryo sac [65]. To evaluate the effects of hAT on auxin homeostasis in mature ovules, we analyzed the expression pattern of the three auxin biosynthetic genes. *TAA1* is expressed in the micropylar cells in nAT and its expression is altered in hAT (Fig. 8a-c). The *TAA1* fluorescence signal was not detected in 49% of the oules and was weak in the remaining samples in hAT (Fig. 8b and c). *YUC4* was strongly expressed in the integuments of mature nAT ovules (Fig. 8d). Different levels of the fluorescence signal intensity were observed for *YUC4* in hAT ovules: same expression pattern with reduced signal intensity (19.4%; Fig. 8e) restricted expression domain at the chalazal integuments with weak signal intensity (66.6%; Fig. 8f, and no signal (13.8%; Fig. 8g. *YUC8* showed no (95.4%; Fig. 8h to weak expression in the micropylar cells (4.6%) in nAT vules. However, in hAT, *YUC8* was highly expressed in the micropylar cells (Fig. 8i). *YUC8* is known to be upregulated in hAT in other tissues [9], which is consistent with our observations in ovules. The contrasting expression behavior of *YUC4* and *YUC8* at hAT suggests an intricate and complex regulatory mechanism in the response to hAT in the ovules.

**Fig. 8:**
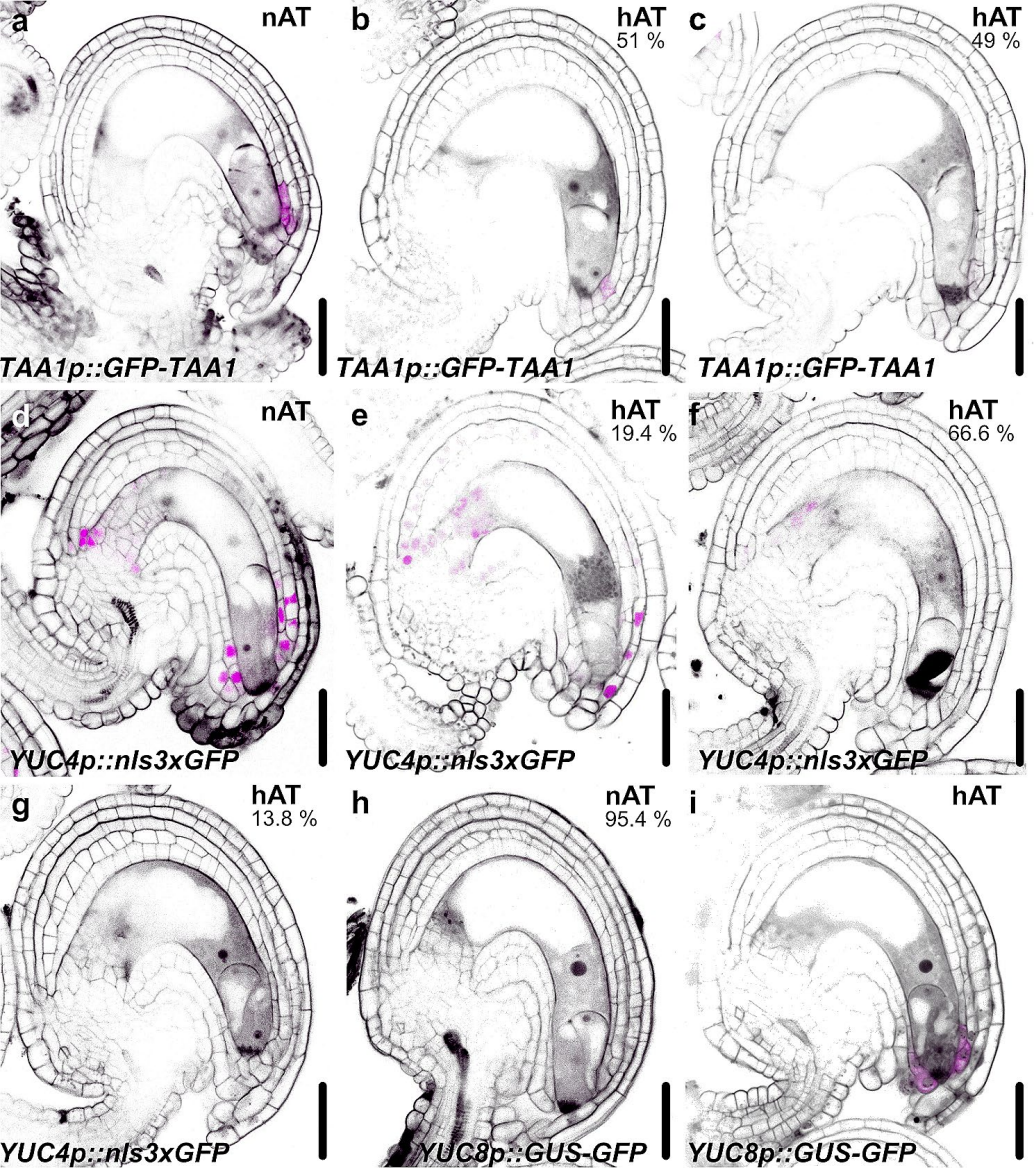
The expression pattern of auxin biosynthetic genes is altered in ovules at hAT. Expression pattern of *TAA1* (**a**-**c**), *YUC4* (**d**-**g**) and *TAA1* (**h**,** i**) in mature ovules from plants grown at nAT (**a**, ** d**,** h**) and hAT (**b**,**c**, **e**, **f**, **g**, **i**). The green fluorescence signal of *TAA1::GFP-TAA1*, *YUC4::nls3xGFP* and *YUC8::GFP-GUS* is seen as magenta, Scale bars represent 20 μm

### Effects of hAT on early embryo development

Given the effects of hAT on ovules and the transcriptional changes associated with pollen guidance and its impact on fertilization, we investigated the effects of hAT on seed and embryo development in the same genotypes. Seeds bearing embryos from early developmental stages (one-cell to late globular) were analyzed for embryo patterning defects. In nAT, no significant differences were observed between the different genotypes (Table 4). In hAT, however, all genotypes were significantly affected. No statistically significant differences in the percentage of defective embryos were observed between wild type (40.77%), *pif4* (44.23%), *pifq* (41.56%), and *phyB* (30.85%). Only *35S::PIF4* appeared to be resistant to growth at hAT with a significantly lower embryonic defect rate of 21.95% (Table 4). A variety of embryonic defects have been observed, including an excess of cell divisions within the proper embryo or suspensor, irregularities in the size of the hypophysis cell, and a reduction in the length of the suspensor (Fig. 5f-h; Additional File 2 – Table S6). A shorter suspensor was observed in all the genotypes for hAT (Fig. 5h). In nAT, the suspensor of the *35S::PIF4* embryos was longer (111 μm) than the wild-type suspensor (97.18 μm). However, this difference disappeared in hAT, suggesting that the *35S::PIF4* embryos were the most affected by temperature variation for suspensor growth (Fig. 5h; Additional File 2 – Table S6). These results suggest that ectopic overexpression of *PIF4* may confer a minor temperature resistance during embryogenesis.

**Table 4:** Embryonic defects in seeds grown at nAT and hAT

Genotype	Growth conditions	Normal	Defective	*n*	% Defects
Col-0	nAT	121	3	124	2.42
Col-0	hAT	61	42	103	40.77 ***
*phyB*	nAT	111	4	116	3.4
*phyB*	hAT	65	29	94	30.85 ***
*35S::PIF4*	nAT	127	5	132	3.79
*35S::PIF4*	hAT	32	9	41	21.95 *** #
*pif4*	nAT	90	4	96	4.1
*pif4*	hAT	29	23	52	44.23 ***
*pifq*	nAT	145	8	153	5.23
*pifq*	hAT	45	32	77	41.56 ***

Fisher’s Exact Test was used for statistical analysis of these comparisons. To ensure result reliability, anthers from each genotype and condition were examined across three replicates. Significance indicators include * for a significant temperature effect and # for a significant genotype effect. P-values are denoted as # (0.05 − 0.01) and *** (< 0.00009)

### hAT-induced changes in seed traits

Dry seeds harvested from the same plants flowering at nAT and hAT were phenotyped using the Boxeed robot. We focused on four seed traits: number of seeds produced per silique, seed shape, seed size, and seed weight (Fig. 9; Additional File 3 – Tables S8 and S9). Elevated ambient temperatures led to an increase in seed area in all the genotypes, with the production of larger viable seeds and smaller misshapen seeds (Fig. 9a). Seed area increased by 34.74% in Col-0, 31.73% in *35S::PIF4*, 47.83% in *phyB*, 25.20% in *pif4*, and 47.67% in *pifq* (Fig. 9b; Additional File 2 – Table S7). Additionally, seeds produced under hAT were rounder across various genotypes, as assessed by the ratio of the seed length to the seed area. The *phyB* seeds were the most affected by shape changes in hAT (Fig. 9c; Additional File 2 – Table S8). Evaluation of the number of seeds per silique showed that all genotypes produced fewer but heavier seeds per silique at hAT in all the genotypes (Fig. 9d and e; Additional File 2 – Tables S9 and S10). Interestingly, at nAT, *phyB* seeds were by 25% heavier than wild-type seeds (Fig. 9e; Additional File 2 – Table S10). The higher seed weight observed in seeds developed at hAT suggests a possible adaptive strategy in which plants may favor the production of nutrient-rich seeds rather than a greater number of seeds. However, *phyB* plants grown on nAT and wild-type plants grown on hAT produced a comparable number of seeds, precisely 42.14 and 47.75 seeds per silique for a comparable weight, 2.33 mg and 2.26 mg per 100 seeds, respectively.

**Fig. 9:**
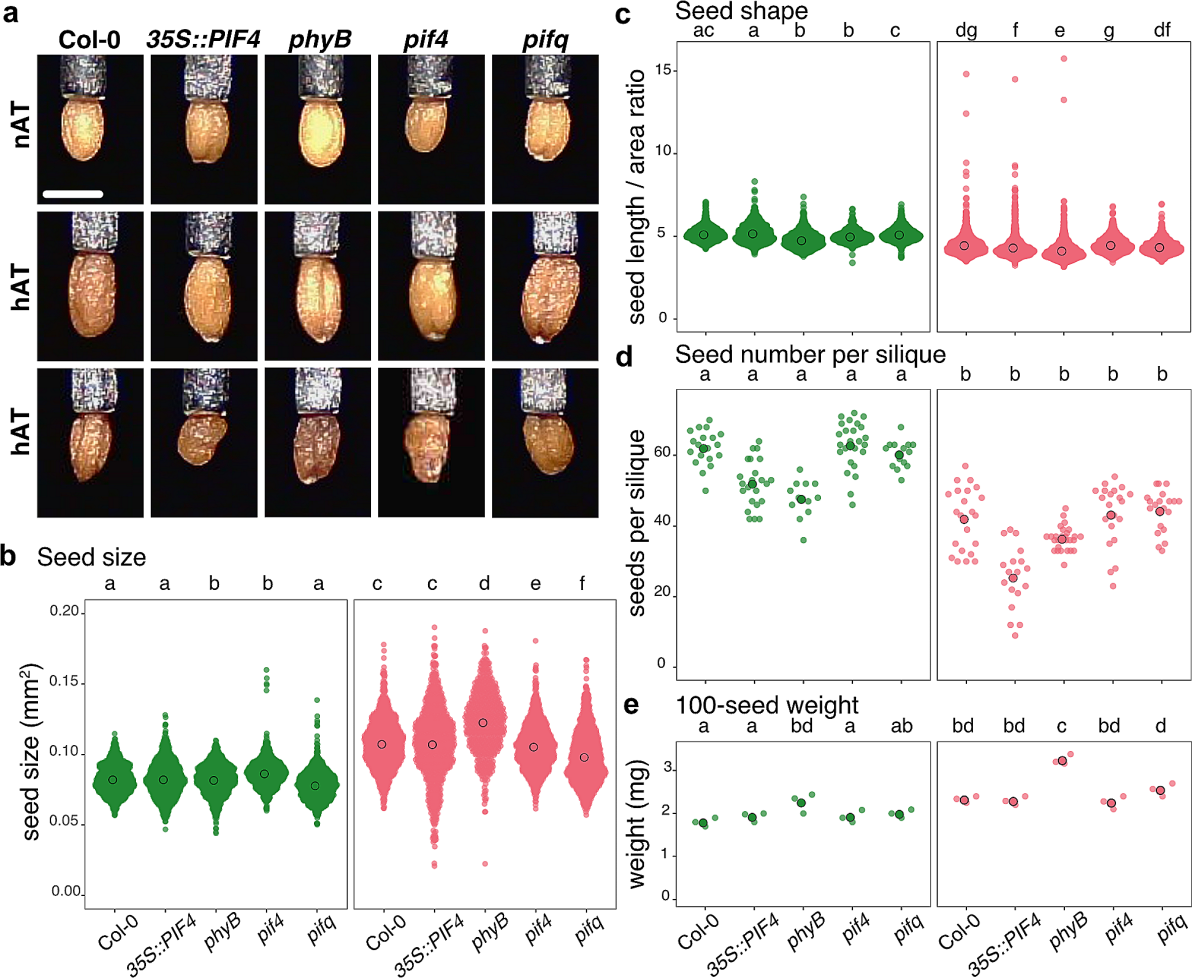
Temperature exposure leads to fewer, larger, and rounder seeds. (**a**) Dry seed phenotype from Col-0, *35S::PIF4*, *phyB*,* pif4*, and *pifq* plants grown at nAT and hAT. Two representative pictures of seed phenotypes are ahown. The scale bar represents 0.5 mm. (**b**, **c**) Seed size in mm^2^ (**b**) and seed shape (length to seed area ratio) (**c**) evaluations. The surface area and shape (seed length/ seed aera) of 1 000 seeds for each genotype were analyzed in triplicate from plants grown at nAT and hAT. (**d**) The number of seeds produced per silique is calculated in at least 12 mature siliques for each genotype/condition in triplicates. (**e**) The weight of 100 seeds from each genotype is measured in triplicates. Genotypes that share the same letter are not statistically significantly different. Data source are provided in Additional File 3 – Tables S8 and S9

### The correlation of the hAT response in reproductive tissues

A correlative analysis of the effects of hAT on reproduction in Col-0 plants (Fig. 4b) showed that seed number and the increased number of embryo defects and pollen defects were significantly negatively correlated (-0.92 and − 0.63, respectively). Seed number and seed weight were also significantly negatively correlated (-0.71). Surprisingly, pollen defects were positively correlated (0.87) with increased seed weight.

## Discussion

Plants have adapted to ambient growth temperatures through various molecular mechanisms, including the phyB-PIF4 pathway [13, 66]. While the response of *Arabidopsis thaliana* seedlings to high ambient temperatures has been studied previously, we focused our study on other processes: adult traits and reproductive growth. We also asked whether the phyB-PIF4 pathway may also be involved in those responses. Therefore, we performed a comprehensive morphological analysis of different organs during both vegetative and reproductive growth stages using automated phenotyping solutions, with the *phyB* mutant and *PIF4* overexpression lines. We uncovered how repression of the phyB-PIF4 pathway differentially and pervasively induces thermomorphogenesis, thereby affecting the plant’s adaptation to suboptimal temperatures. The phenotypic analysis was complemented by the study of the transcriptional changes in pistils to help overcome the hAT-reduced fertilization rate.

Research on the impact of hAT on root system growth has yielded mixed results, with some studies reporting decreased root growth and others reporting increased root growth [67–70]. In our study, hAT enhances root elongation in all genotypes, although the impact did not reach statistical significance, possibly due to sample size or resolution limitations. hAT prompts roots to prioritize elongation over lateral root development, resulting in a less dense but elongated root system. Adventitious root, which, like lateral roots, emerge post-embryonically, serves as a crucial plant strategy to cope with environmental stresses [71]. We found that hAT induced adventitious root formation in all studied lines, except when *PIF4* expression was altered. Overexpression of *PIF4* and repression of phyB disrupt growth rates under nAT, opposite to the impact of hAT. Additional mechanisms likely contribute to root responses to hAT, underscoring the complexity of the responses [50]. This is consistent with previous findings showing that overexpression of *PIF4* hinders the thermal response of roots, similar to the phenotypes of *hy5* and *phyA phyB* mutants. Reduction of root meristem size in hAT is dependent on phyA and phyB [72, 73]. With a different temperature settings, Song et al. (2017) observed that a short-term heat shock at 37 °C inhibited primary root elongation in wild type and, more intensively, *phyB* and *phyA* mutants [67]. Despite differing temperature conditions leading to contrasting effects on lateral root growth observed in their study compared to ours, *phyB* mutants consistently resisted the temperature-induced response in both investigations.

Interestingly, our results highlight the divergent response of shoot and root development to high temperatures. While hAT inhibits shoot elongation, it does not affect the final root length. However, when plants are exposed to hAT, initial growth acceleration and reduced branching are common in both tissues. It seems that both the root and shoot prioritize initial growth at hAT, likely as a strategy to distance themselves from the warm soil surface. This prioritized growth, particularly evident in the root, comes at the expense of nutrient uptake, as indicated by the observed reduction in the number of emerged lateral roots. This trade-off underscores the dynamic adjustments that plants make in response to environmental stress and highlights the intricate balance between growth and resource allocation. Notably, *PIF4* overexpression abolishes the temperature response of both root and shoot branching, suggesting a potential function of this transcription factor in shoot and root development at hAT.

Flowering time in plants is regulated by environmental signals that affect gene expression in the shoot apical meristem. Notably, ambient temperature modulates the expression of *FLOWERING LOCUS T (FT)* [74]. hAT generally leads to earlier flowering responses in most plants (reviewed by [75]). PIF4 emerges as a pivotal player in temperature-induced early flowering in *Arabidopsis*, exerting its influence by binding to the *FT* promoter in a temperature-dependent manner [66]. We have shown that exposing plants to hAT results in the premature cessation of rosette growth, leading to a reduced rosette area (Fig. 2). These plants appear to prioritize energy conservation for the reproductive phase, which ultimately means reduced branching. Initially, plants hastened shoot elongation to distance flower buds from the warm soil surface, resulting in earlier flowering (Fig. 3). Most of the temperature effects were observed in the *phyB* mutant line under normal conditions, suggesting that the repression of phyB simulates the effects of hAT during shoot development. This is to be expected as, at hAT, phyB undergoes thermal reversion into the inactive phyB-Pr [12, 18], similarly in the mutated phyB protein in the *phyB* mutant. Furthermore, in agreement with [76], our investigation showed that the studied spectral vegetation indices exhibited increased responsiveness to hAT during later stages of development. This suggests their potential utility as reliable non-destructive indicators of temperature stress.

Plant reproductive development, especially pollen, is highly sensitive to environmental stress [77, 78]. Growing *Arabidopsis* at 27 °C affects pollen development, resulting in male sterility with a 22% reducion in pollen viability, through processes such as meiosis disruption, premature development, and altered hormone regulation [79, 80]. We observed a mild effect of hAT on pollen viability with *pif4* and *pifq* plants being resistant to hAT for the production of viable pollen grains. Our observations revealed a robust phenotypic response to hAT in ovules, highlighting their sensitivity to temperature changes. We demonstrated that the *35S::PIF4* plants in nAT effectively mimic the effects of hAT, highlighting the critical role of this pathway in thermomorphogenesis in female reproductive organs. To investigate the molecular mechanisms involved, we performed transcriptome analyses of wild-type, *35S::PIF4*, and *phyB* pistils from plants grown at nAT and hAT. This comprehensive approach allowed us to compare the transcriptomic responses of these genotypes in response to hAT and understand how the repression of the phyB pathway mimics the expression profile and phenotypes of wild-type pistils exposed to hAT. DEG analysis revealed that wild-type plants show significant up- and downregulation in response to hAT, while this response is milder in *phyB* and *35S::PIF4* pistils. 

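The response to hAT differed from that of Col-0 at many genes when the difference itself was tested. CYCB1;5, which rose by 4.99 on the log2 scale at hAT in Col-0 (standard error 0.26, adjusted p = 2.74e-15 from edgeR's quasi-likelihood test), had log2 fold changes of 0.22 in phyB (standard error 0.1, adjusted p = 0.0879) and 0.31 in 35S::PIF4 (standard error 0.12, adjusted p = 0.0323, both from edgeR). The difference from Col-0 was -4.77 in phyB (standard error 0.3, adjusted p = 4.32e-13) and -4.67 in 35S::PIF4 (standard error 0.31, adjusted p = 1.53e-12, interaction terms in edgeR). LTP4 fell by 1.96 at hAT in Col-0 (standard error 0.08, adjusted p = 2.05e-17) and rose by 1.66 in phyB (standard error 0.08, adjusted p = 3.3e-14, both from edgeR), a difference of 3.62 (standard error 0.12, adjusted p = 1.76e-18, interaction term in edgeR). HSP90-1 responded more in 35S::PIF4 than in Col-0, by 4.31 (standard error 0.15, adjusted p = 4.97e-18, interaction term in edgeR). In phyB the response was above that of Col-0 for 2260 genes and below it for 4602. In 35S::PIF4 it was above for 2510 and below for 4126. Both tests take the response of Col-0 from the same 4 libraries at nAT. The interaction terms fell with gene length across genes (Spearman rho -0.361 in phyB and -0.452 in 35S::PIF4). With the length offset, rho was -0.011 and -0.018.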

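With no library of Col-0 at nAT in the test, 576 genes were higher and 1171 lower in phyB at nAT than in Col-0 at hAT, and 378 were higher and 1681 lower in 35S::PIF4 at nAT. Egg cell genes were lower in the mutants at nAT than in Col-0 at hAT, 7 of 7 in each with none higher (the same when adjusted over the list alone; median log2 fold changes -2.71 in phyB and -4.78 in 35S::PIF4; adjusted p = 0.00104 and 0.00283 with an estimated correlation in camera). Of 9 synergid genes, 7 were lower and none higher in each mutant (the same when adjusted over the list alone; medians -3.74 and -5.32; adjusted p = 0.00132 and 0.00418 with an estimated correlation in camera). Of the 5151 genes that were higher in Col-0 at hAT than at nAT, 876 (17%) were lower in phyB at nAT than in Col-0 at hAT and 78 (1.51%) were higher. In 35S::PIF4 at nAT 1080 (21%) were lower than in Col-0 at hAT and 29 (0.563%) were higher. Of the 2856 genes that were lower in Col-0 at hAT, 232 (8.12%) were higher in phyB at nAT than in Col-0 at hAT and 12 (0.42%) lower, and 233 (8.16%) were higher and 23 (0.805%) lower in 35S::PIF4 at nAT. The sets of 5151 and 2856 genes were themselves picked with the libraries of Col-0 at nAT. They were also picked for high or low values in Col-0 at hAT, the reference here, which favours the larger side of each split. Offsets for gene length, alone or with GC content, gave 616 and 772 genes higher in 35S::PIF4 at nAT than in Col-0 at hAT. A gene that passes no test here is not shown to have the same level in both groups.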

The DEG profiles of *phyB* and *35S::PIF4* at nAT were similar to the response to hAT in the wild type.

We identified that hAT influenced the expression of specific *microRNAs*, particularly *MIR156. 

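MIR156D had 0.0304 ± 0.0356 CPM in Col-0 at nAT and 0.865 ± 0.197 CPM at hAT (SD, n = 4 each). In 35S::PIF4 it went from 0.184 ± 0.0584 to 0.948 ± 0.3 CPM (SD, n = 4 each), a log2 fold change of 2.37 (standard error 0.37, adjusted p = 6.48e-06 from edgeR's quasi-likelihood test). In phyB it had 0.495 ± 0.134 CPM at nAT and 0.874 ± 0.258 CPM at hAT (SD, n = 4 each), a log2 fold change of 0.84 (standard error 0.32, adjusted p = 0.0335 from the same test), under the fold threshold. MIR167A (AT3G22886), a precursor of miR167, rose by 1.89 at hAT in 35S::PIF4 (standard error 0.5, adjusted p = 0.00242), and had a log2 fold change of -0.29 in Col-0 (standard error 0.52, adjusted p = 0.616, both from edgeR). Of the annotated precursor loci, 1 of 8 for miR156, 2 of 3 for miR160, 2 of 4 for miR167 and 0 of 5 for miR172 had enough counts to be tested. Counts of a precursor locus in a poly(A) library do not measure the mature microRNA.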

MIR156* has been implicated in *Arabidopsis* hypocotyl elongation in response to hAT and is upregulated in our transcriptomic data [60, 61]. Consistently, heat stress during cotton pollen development regulates the expression of 6,281 genes, among which *miR167* and *miR396* are associated with pollen fertility by targeting genes involved in auxin signaling and metabolism pathways. Additionally, heat-induced jasmonic acid (JA) signaling activates genes associated with auxin synthesis, ultimately leading to pollen abortion [81]. Furthermore, *miR167* downregulates the expression of *ARF6* and *ARF8* genes in *Arabidopsis* ovules, facilitating integument growth. In anthers, *miR167* affects gene expression in connective cells and locules, thereby influencing pollen release. The regulatory function of *miR167* underscores its essential role in patterning during the development of reproductive organs [82]. These findings suggest that miRNAs play crucial roles in reproduction and response to hAT, potentially acting as mediators linking high-temperature signaling pathways to hormone signaling pathways during reproductive organ development.

The impact of hAT on plant reproductive development involves complex regulatory mechanisms. While elevated temperature has been reported to activate auxin biosynthesis in vegetative plant tissues, such as the hypocotyl, it has opposite effects on auxin levels and biosynthetic genes during anther development in barley and *Arabidopsis*. Specifically, elevated temperature repressed the expression of *YUCCA* auxin biosynthetic genes, resulting in reduced endogenous auxin levels in developing anthers [83–85]. Similarly, our transcriptome analysis reveals that at hAT, auxin biosynthetic genes are downregulated at hAT during ovule development, which we confirmed using fluorescent reporters (Fig. 8). Furthermore, Gene Ontology terms associated with the “auxin-activated signaling pathway” and “response to auxin” are suppressed at hAT.

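TAA1 (AT1G70560, chromosome 1 from 26604855 to 26607652), the tryptophan aminotransferase of the main route of auxin synthesis, fell by 1.03 on the log2 scale at hAT in Col-0 (standard error 0.05, adjusted p = 3.22e-16 from edgeR's quasi-likelihood test). Its log2 fold change at hAT was -0.08 in phyB (standard error 0.05, adjusted p = 0.175) and -0.71 in 35S::PIF4 (standard error 0.05, adjusted p = 3.09e-12, both from edgeR), the latter under the fold threshold. The related TAR2 (AT4G24670) fell by 1.10 in Col-0 (standard error 0.11, adjusted p = 3.5e-10 from edgeR). Among the YUCCA flavin monooxygenases, which make auxin from the product of TAA1, none was called in Col-0. YUC8 (AT4G28720) was at -0.71 (standard error 0.18, adjusted p = 0.000755), YUC6 (AT5G25620) at -0.53 (standard error 0.09, adjusted p = 9.56e-06), YUC2 (AT4G13260) at -0.10 (standard error 0.26, adjusted p = 0.736) and YUC4 (AT5G11320) at 0.03 (standard error 0.14, all from edgeR). In the paper's reporter lines, mature ovules at hAT had a stronger YUC8 signal and a weaker or absent signal of YUC4 and TAA1. The values here are RNA of whole pistils, so that the 2 do not measure the same tissue. Of 10 tested auxin biosynthesis genes, 2 were lower and none was higher at hAT in Col-0 (median -0.49, camera adjusted p = 0.129), 1 was lower in phyB (camera adjusted p = 0.106) and none was called in 35S::PIF4 (median -0.5, camera adjusted p = 0.0747). The medians of Col-0 and 35S::PIF4 lay below the -0.24 to 1.07 and -0.24 to 0.38 of random lists matched on gene length and expression, and that of phyB, -0.19, inside -0.21 to 0.3. The counts hold when adjusted over the list alone. Under the length offset, TAA1 was at -0.85 and 1 gene of the list was lower in Col-0. Without replicate 2 of Col-0 at nAT, TAR2 was at -0.97.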

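GH3.3 (AT2G23170, chromosome 2 from 9863855 to 9866562), an auxin-induced enzyme that conjugates auxin to amino acids, fell at hAT in the 3 genotypes. Its log2 fold change was -1.53 in Col-0 (standard error 0.11, adjusted p = 2.92e-12 from edgeR's quasi-likelihood test), -1.75 in phyB (standard error 0.12, adjusted p = 1.27e-11) and -1.54 in 35S::PIF4 (standard error 0.12, adjusted p = 5.09e-11, both from edgeR). Over the 7 GH3 genes, 1 was higher and 1 lower in phyB, and 2 were higher and 1 lower in 35S::PIF4 (the same when adjusted over the list alone). SAUR genes were not lower at hAT in the mutants: of 34 tested, 4 were higher and none was lower in phyB (camera adjusted p = 0.244), and 3 were higher and none was lower in 35S::PIF4 (camera adjusted p = 0.0217, adjusted p = 0.37 with an estimated correlation). None of the 26 tested Aux/IAA genes was called in phyB (median -0.25, camera adjusted p = 0.0128, adjusted p = 0.356 with an estimated correlation), and 1 was higher and 1 lower in 35S::PIF4. Of the 18 tested genes of the auxin list in Fig. 7a, 2 were higher and 1 lower in phyB, and 2 were higher and 2 lower in 35S::PIF4. In both mutants 1 of 15 auxin transport genes was lower. All counts of these lists hold when adjusted over the list alone.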

Despite a more pronounced impact on male processes, it is important to note that female tissues and post-fertilization development are also highly sensitive to temperature variation (reviewed by [86]). Elevated temperatures significantly influence seed production and overall plant yield. Despite extensive research on temperature effects on pollen and seed development, the underlying molecular mechanisms remain unclear. hAT affects both the total number of ovule/seeds and the number of mature ovule/seeds per pistil/silique. Synergid cells produce and secrete defensin-like proteins as pollen tube attractants to guide the pollen tube to the embryo sac for an effective fertilization [63]. This mechanism ensures successful seed production. GO terms related to fertilization and pollen tube growth and guidance were enriched in hAT samples. The genes encoding defensin-like pollen tube attractants were upregulated at hAT samples, independently of the genotypes. 

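LCR19 (AT4G30074, chromosome 4 from 14699737 to 14700599), a defensin-like gene, had no count in Col-0 or 35S::PIF4 at nAT and was at least 106-fold higher at hAT in Col-0 and at least 52-fold higher in 35S::PIF4, taking a floor of 3 counts over the group. In phyB it rose by 5.32 on the log2 scale (standard error 0.39, adjusted p = 1.26e-09 from edgeR's quasi-likelihood test). LURE1.3 (AT5G43513) rose at hAT by 6.94 in Col-0 (standard error 0.3, adjusted p = 4.55e-17), by 3.13 in phyB (standard error 0.2, adjusted p = 3.39e-12) and by 6.49 in 35S::PIF4 (standard error 0.29, adjusted p = 5.2e-16, all from edgeR). The wider family of defensin-like proteins, most of them not known as attractants, also holds members that fell. Of 119 tested members, 73 were higher and 24 lower at hAT in Col-0, the same when adjusted over the list alone (median log2 fold change 1.74, camera adjusted p = 0.011, adjusted p = 0.332 with an estimated correlation). In phyB 55 were higher and 20 lower, or 57 and 21 when adjusted over the list alone (median 0.98, camera adjusted p = 0.00021, adjusted p = 0.347 with an estimated correlation). In 35S::PIF4 80 were higher and 6 lower, or 80 and 7 when adjusted over the list alone (median 2.71, camera adjusted p = 2.3e-14, adjusted p = 0.0119 with an estimated correlation). AT3G05730, a defensin-like gene, fell by 3.39 in Col-0 (standard error 0.25, adjusted p = 1.84e-12 from edgeR). The medians are the same with genes of an empty group at their bound.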

Contrastingly, an increased number of defective ovules, including synergid collapsed, were observed at hAT in all genotypes, affecting fertilization rate and seed set. The connection between the increased expression of the pollen tube attractants, the ovule phenotype, and decreased fertilization rate is unclear and will require further investigation. In the *Arabidopsis* Burren ecotype, warm temperatures resulted in up to 43% unferilized ovules, leading to shorter siliques and reduced seed yield while promoting larger seeds [87]. A 7 °C increase in temperature (reaching 30 °C) negatively affects multiple reproductive traits in *Arabidopsis*, including fewer ovules per pistil, fewer anthers and pollen grains per flower, and an increased incidence of improperly developed ovules leading to abortion [88]. In our study, hAT affected sexual reproductive organs and seed-related processes, influencing overall seed yield. Phenotyping with Boxeed identified larger and heavier seeds in hAT, possibly compensating for the reduced seed set (Fig. 9). Repressing phyB enhanced PIF4 activation, heightening plant sensitivity to elevated temperatures during both male and female reproduction. Surprisingly, this mechanism improves plant resistance to hAT during embryogenesis, suggesting a versatile molecular pathway across developmental stages.

## Conclusions

Our study provides an in-depth look at the plant thermomorphogenesis response during their vegetative and reproductive stages through a comprehensive combination of automated phenotyping approaches and image analysis. We found that high ambient temperatures alter the timing of events like flowering and affect basic growth patterns, such as shoot and root system architecture. This suggests that plants prioritize reproduction under challenging conditions, a shift underscored by different temperature sensitivities at different developmental stages. Key among our findings is the role of the phyB-PIF4 pathway, especially in regulating the development of reproductive tissues. However, its influence is less pronounced during embryogenesis. Overall, our research highlights the complex interplay between plant development and environmental temperatures, with the phyB-PIF4 pathway playing a significant role in plant thermomorphogenesis.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional File 1

Additional File 2

Additional File 3: Table S1

Additional File 3: Table S2

Additional File 3: Table S3

Additional File 3: Table S4

Additional File 3: Table S5

Additional File 3: Table S6

Additional File 3: Table S7

Additional File 3: Table S8

Additional File 3: Table S9

Additional File 4: Table S1

Additional File 4: Table S2

Additional File 4: Table S3

Additional File 4: Table S4

## Data Availability

The dataset supporting the conclusions of this article is deposited to the NCBI repository (BioProject accession number PRJNA1091589, https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1091589).

## Footnotes

1 Kolde, Raivo. “Pheatmap: pretty heatmaps.” *R package version* 1.2 (2019): 726. https://CRAN.R-project.org/package=pheatmap.

2 Kassambara, Alboukadel. “ggpubr:“ggplot2” based publication ready plots.” R package version 0.1 7 (2018). https://cran.r-project.org/package=ggpubr.

## Abbreviations

ARF: Auxin response factor
CRP: Cystein-rich peptide
DAFD: Days after the development of the first flower
DEG: Differentially expressed genes
ECS: EGG Cell specific
ESF: Embryo surrounding factor
GO: Gene ontology
hAT: High ambient temperature
MCARI1: Modified chlorophyll absorption ratio index 1
nAT: Normal ambient temperature
NDVI: Normalized difference vegetation index
NPQ: Non-photochemical quenching
OSAVI: Optimized soil-adjusted vegetation index
phyB: Phytochrome B
PIF: Phytochrome-interacting factors
PRI: Photochemical reflectance index
PSII: Photosystem II
PSRI: Plant senescence reflectance index
qP: Photochemical quenching coefficient
SAUR: Small auxin up RNA
SIPI: Structure insensitive pigment index
SPL: Squamosa-promoter binding protein-like
TAA1: Tryptophan aminotransferase of Arabidopsis 1
VNIR: Visible and near infrared
YUC: Yucca

How the deposited data were processed for this re-analysis (not part of the article)

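Gene expression was measured by RNA sequencing in pistils of Arabidopsis Col-0, phyB and 35S::PIF4 at flower stage 11 to 12, collected 7 days after the first flower from plants kept at nAT or moved to hAT, with 4 libraries for each of 6 groups. The sample records and the paper map all 24 libraries to genotype, temperature and replicate number, and no column of the deposited tables was left unused. The day had 16 h of light at 150 µmol and 8 h of dark. The paper's methods and the sample records were searched for the aligner, for batches and for pooling of plants, and these are not given in the sources used here.

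The authors deposited a table of raw read counts per gene, made with featureCounts after trimming with fqtools and mapping to TAIR10 with Araport11, and a table of FPKM per gene. The deposited FPKM are already normalized between libraries: they equal the counts divided by gene length and by a library size scaled with median-of-ratios factors, as the robust scaling of DESeq2 does. The study used DESeq2 1.34.0, clusterProfiler, pheatmap 1.0.12, ggplot2 3.3.5 and ggpubr 0.4.0. Both tables also hold transcripts outside the annotation, which were kept. Of the genes of chromosomes 1 to 5 with a locus tag in the reference annotation, 99.95% had the same chromosome, start and end in the count table, so the coordinates given are those of TAIR10.

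The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and plotted in Python 3.11.15 with matplotlib 3.10.9. Genes were filtered with filterByExpr by group, which left 21312, and normalized by TMM. A quasi-likelihood fit of the 6 group means over the 24 libraries, with 18 residual degrees of freedom, gave 9 comparisons of groups and 2 interaction terms, with p-values adjusted by Benjamini and Hochberg within each. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Levels are TMM-normalized CPM with the SD of 4 libraries. The standard error of a fold change is its size divided by the square root of the F statistic, with the spread pooled over the 6 groups. Pairs of Col-0 libraries at nAT had a chi-square per degree of freedom of 3.16 to 62, highest in pairs with replicate 2. In Col-0 at hAT it was 1.84 to 2.52. Where a group had no count, the fold is a lower bound with 3 counts over the group, and with 1 to 3 counts the ratio of the rates stands with an exact 95% Poisson interval; both cover counting error only. Counts were simulated with known changes in genes with a mean above 1 CPM. The test recovered 100% of 4-fold, 91% and 89.6% of 2-fold, and 76.1% and 83.6% of 1.5-fold changes in Col-0 and phyB. All simulated libraries had one spread per gene, pooled over the 6 groups. The real libraries of Col-0 at nAT differed more, so that recovery in comparisons with them may be lower. Recovery was counted at an adjusted p under 0.05 with the right sign and without the fold threshold.

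Principal components used the log2 CPM (prior count 2) of the 500 most variable genes. Libraries were clustered on the gene lists of Fig. 7 and the top 100 list of the paper. Overlaps were compared with independent sets and with 6 divisions of the Col-0 libraries at nAT, and correlations of fold changes also with 10 simulations of unchanged groups. Jackknife standard errors leave out each library in turn.

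Gene lists covered the phyB-PIF pathway and genes that PIF4 induces in seedlings; auxin biosynthesis, transport, conjugation (GH3), ARF, Aux/IAA and SAUR families; gibberellin, brassinosteroid, abscisic acid, jasmonic acid and ethylene; egg cell, synergid, central cell, ovule sporophyte, transmitting tract and carpel; tapetum, pollen and petal markers of other tissues; heat shock, small heat shock proteins, cold and flavonoids; mitotic cell cycle, DNA replication, kinesins, histones and splicing; ribosomal proteins, photosystems, and the chloroplast and mitochondrial genomes; the small RNA machinery, miR156-targeted SPL genes and the MIR156, MIR160, MIR167 and MIR172 loci; defensin-like proteins; and the study's lists. Lists of at least 3 tested genes were tested with camera at a preset correlation of 0.01 and with the correlation estimated. Each was also compared with 10000 random lists, drawn from the 100 genes nearest to each member in length and expression, and for 5 lists the distance from the matched range was set beside the standard error of the median over 10000 resamplings of the genes.

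Named genes were chosen for each comparison by a fixed rule: the 10 largest rises and 10 largest falls among called genes with a symbol, at least 5 CPM in the higher group and no overlap between libraries; genes the paper names for pistils or draws in Fig. 7; up to 4 members of each list; and PHYB and PIF4. Values in Tables S1, S3 and S4 of the paper had been seen for part of these genes. APX2, HSP17.6C, CYP21-2 and PIL1 are given as well where they fall outside it, chosen after their values were seen.

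Alternatives were DESeq2, RLE factors, no filter on low counts, only the libraries of a comparison, replicate number as a block, offsets for gene length (a trend with 6 degrees of freedom) with and without GC content and block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), glmTreat, no fold threshold, none of these unannotated transcripts, and leaving out each library in turn. A count of genes was taken as moved beyond 1.5 times. For each comparison, other divisions of the libraries were fitted in the same way, 60 for the interactions.

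The GO enrichment of the paper was not repeated, since the term lists of Table S2 hold only called genes and no background. For it the paper names genes at an adjusted p under 0.05, while the list counts here include the fold threshold. The ovule phenotypes, reporter lines and seed counts of the paper were not analysed here.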

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

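The tests of the egg cell and synergid genes and of anther tissue or pollen alone, and the standard errors of the medians of the gene lists, were chosen only after the result was seen; the other tests in this part were set out beforehand. In 120 groups of 4 libraries, 11 held a library far from the others, where chance gives about 1 in 20 groups.

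Total counts were 23.88 M in replicate 4 of Col-0 at nAT (18.38 to 18.83 in the others of its group), 24.23 M in replicate 3 of phyB at nAT (21.09 to 21.5) and 29.44 M in replicate 3 of phyB at hAT (19.81 to 21.3). The mean gene length of the counts was 2115 bases in replicate 1 of phyB at nAT (2146 to 2152 in the others). On the first principal component, replicate 2 of Col-0 at nAT lay at -53.7 (the others at -48.5 to -47.5) and replicate 2 of phyB at hAT at 24.7 (26.6 to 26.7). PIF4 was at 6.39 CPM in replicate 2 of 35S::PIF4 at nAT (5.71 to 5.81), and PHYB at 59.9 CPM in replicate 1 of phyB at nAT (63.5 to 64.1). CDC20-2 was at 95.3 CPM in replicate 2 of phyB at hAT (89 to 89.6), KIN2 at 65.2 CPM in replicate 1 of phyB at hAT (49.4 to 50.5), and DCL1 at 83.8 CPM in replicate 2 of 35S::PIF4 at hAT (80 to 80.3).

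The temperature response differed from that of Col-0 at 6862 genes in phyB and at 6636 genes in 35S::PIF4, by an interaction term in edgeR. These terms fell with gene length across genes (Spearman rho -0.361 and -0.452). Of 60 drawn assignments of the genotype labels, the real one included, only the real one gave as many genes, for each mutant. The fits used the 16 libraries of the 4 groups alone. The real values were 6766 and 6525, and the highest of the others 6640 and 6296. That highest assignment exchanges all genotype labels at nAT, so that its term adds the genotype differences at both temperatures. Most other assignments mix groups that differ, which widens their spread. The count of assignments therefore does not settle whether chance gives an interaction. The assignments that come near the real one keep the 4 libraries of Col-0 at nAT together, which is a structure of the samples; apart from 2 such assignments for each mutant, the highest were 231 and 224.

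Several signals stand in gene lists that reach beyond the genes named in the paper's results, which name the pollen tube attractants among the defensin-like genes. In 35S::PIF4, 13 heat shock response genes, 11 small heat shock protein genes and 18 genes of the mitochondrial genome were higher at hAT than at nAT. At hAT, 76 defensin-like genes were lower in phyB than in Col-0, or 39 with the length offset. In Col-0, 23 histone genes were lower at hAT than at nAT, with a median log2 fold change of -1.11, inside the -1.3 to -0.89 of random lists matched on gene length and expression.

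Col-0 at nAT stood apart from the other 5 groups in the gene length of its counts and in clustering on the top 100, auxin and miRNA lists of the paper, but not on its pollen tube guidance list, which parted all 12 libraries of nAT from those of hAT. Against gene length bias as the whole cause, 63.2% of the genes called in Col-0 at hAT against nAT stayed called once the length trend was removed, as did 56% in phyB and 54.8% in 35S::PIF4 at nAT, so that the bias could account for part of the pattern. Against a joint carry-over of anthers, pollen and petals, the 2 petal and stamen genes had a median log2 fold change of -0.63 at hAT in Col-0 (AP3 from 36.7 ± 3.43 to 30.9 ± 0.703 CPM), whereas the tapetum and pollen medians were positive (1.37 and 1.35; PME5 from 25.2 ± 8.74 to 97.2 ± 2.62 CPM, but GRP17 from 29.2 ± 14.7 to 21.4 ± 1.11 CPM, SD, n = 4 each); above 1 CPM in Col-0 at nAT were 2 of 2, 3 of 7 and 11 of 16 of their tested genes, none of which stands in another list. Anther tissue or pollen alone stays open, since against Col-0 at nAT their medians were 2.32 and 0.58 in phyB but 0.73 and 0.14 in 35S::PIF4 at nAT, and so does less strict poly(A) selection of Col-0 at nAT: the ratios of the other groups to it were 0.524 for chloroplast, 0.496 for mitochondrial and 0.665 for rRNA genes, 1.39 for snoRNA and 5.74 for tRNA, which made up 0.000266% of its counts. A difference in the preparation of these 4 libraries stays open, since no source used here gives a batch and all 4 belong to 1 condition, so that it cannot be told apart from the joint effect of genotype and temperature.

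In Col-0, the medians of the ribosomal, photosystem and SAUR genes were lower and those of the kinesin and DNA replication genes higher at hAT than at nAT. Random lists matched on gene length and expression gave medians of -1.15 to -0.68 for the photosystem and light-harvesting genes, at -1.38 (standard error 0.09), and of -0.69 to 0.35 for the SAUR genes, at -1.14 (standard error 0.18), which argues against gene length bias as the whole cause for these lists. For the cytosolic ribosomal genes it stays open: their -1.32 (standard error 0.04) lay within its error of the matched -1.3 to -1.1, and the median was -1.13 against -1.15 to -0.99 in phyB and -0.85 against -1.03 to -0.87 in 35S::PIF4 at nAT. In Col-0, the kinesins, at 1.26, and the DNA replication genes, at 0.24, lay inside the matched ranges of 0.78 to 1.31 and -0.13 to 0.83, which is consistent with gene length alone there, while at nAT the kinesins lay above them, at 1.42 against 0.77 to 1.27 in phyB and at 1.33 against 0.72 to 1.26 in 35S::PIF4 (standard errors 0.11 and 0.15), by more than the error in phyB alone. A joint change of the genes of each list with temperature stays open.

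Egg cell and synergid genes were higher at hAT than at nAT in each genotype. Against the gene length bias of Col-0 at nAT as the cause in the mutants, 13 of the 16 tested genes were higher at hAT in phyB and 13 of 16 in 35S::PIF4, in comparisons that hold no library of Col-0 at nAT. These counts are part of the pattern itself and do not answer the question for Col-0. For a larger share of ovule tissue in the pistils at hAT, the mark was a median of at least 1 for the ovule sporophyte list. The median was 0.41 in Col-0, -0.14 in phyB and -0.12 in 35S::PIF4, all under it. In the mutants the median of this list thus gives no sign of a larger share. The seed coat gene BAN did rise at hAT in each genotype, so that this list alone does not settle the share. The mark was chosen and not derived from tissue shares, so a smaller rise of the share stays open in Col-0. A later stage of the embryo sac in flowers of the same stage at hAT, and a direct effect of temperature on these genes, stay open and were not tested.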

How the results depend on the processing

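The alternative of DESeq2 with only the libraries of each comparison was chosen only after the values were seen; all other alternatives were planned. The 11 counts of genes, higher and lower together, stayed within 1.5 times their values with DESeq2, RLE factors, no filter, the replicate block, log2(FPKM + 0.1), the length offsets, only the libraries of the comparison, without unannotated transcripts and without any single library. By direction, the genes lower in 35S::PIF4 went from 528 to 857 at hAT and from 2595 to 1722 at nAT against Col-0 with the offset for length and GC content, and those higher in 35S::PIF4 at nAT than in Col-0 at hAT from 378 to 616, 608 and 772 with the length offset, the same with the replicate block and the offset for length and GC content. Depth and spread limit small changes. In simulated counts, a gene counted as recovered at an adjusted p under 0.05 with the right sign, without the fold threshold. This recovered 100% of 4-fold changes, 91% in Col-0 and 89.6% in phyB of 2-fold changes, and 76.1% and 83.6% of 1.5-fold changes. The simulated libraries shared one pooled spread per gene. Recovery may be lower in real comparisons with Col-0 at nAT, whose replicates differed more. Recovery with the fold threshold was not computed and would be lower for the 2-fold and 1.5-fold changes. RLE factors moved the median log2 fold change of all genes by less than 0.1. A replicate block assumes paired numbers, which the libraries do not show. The comparisons of the mutants with Col-0 at hAT, which hold no library of Col-0 at nAT, give no like value for the overlaps. Where no other reason is given, the cause was not tested.

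With no fold threshold, which calls more genes by construction, the counts were 17093 in Col-0, 9357 in phyB and 11321 in 35S::PIF4 for hAT against nAT, 16547 in phyB and 16386 in 35S::PIF4 at nAT against Col-0 at nAT, 7078 and 9897 against Col-0 at hAT, 6401 and 4749 for the mutants against Col-0 at hAT, and 14796 and 14793 for the interactions. With glmTreat, stricter by construction, they were 568 in phyB and 1107 in 35S::PIF4, 4677 and 4332 at nAT, 811 and 951 for the mutants at nAT and 149 and 162 at hAT against Col-0 at hAT, and 4050 and 3697 for the interactions. On log2(FPKM + 1), which shrinks changes of genes with low values, they were 607 in phyB, 987 in 35S::PIF4, 4417 in 35S::PIF4 at nAT, 720 and 863 for the mutants at nAT and 321 and 260 at hAT against Col-0 at hAT; there were also 2970 genes higher in Col-0 at hAT, 2491 higher in phyB at nAT, and 2639 and 2359 lower for the interactions.

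With no fold threshold, 2019 genes were higher and 1980 lower in the 3 temperature responses. In the overlap of Col-0 at hAT with the mutants at nAT, the length offset, the same with the replicate block, the offset for length and GC content and no fold threshold gave 2039, 2029, 2014 and 7204 genes higher in all 3, 2297, 2295, 2299 and 7535 with 35S::PIF4, and 2568, 2566, 2525 and 8020 with phyB. They gave 847, 833, 819 and 5983 lower in all 3 and 1049, 1034, 996 and 6394 with 35S::PIF4; with phyB, 1292 were lower with the length offset and block and 6502 with no fold threshold.

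With all genes kept, the first component held 54.2% of the variance, and the second no longer parted Col-0 from the mutants. With the length offset, the miRNA list put 8 libraries in the cluster of Col-0 at nAT. The correlation of fold change with gene length was 0.426 in Col-0 at hAT, 0.49 in phyB at nAT and 0.522 in 35S::PIF4 at nAT over coding genes, 0.183, 0.28 and 0.301 at the lowest expression, 0.538, 0.544 and 0.536 in the middle, 0.706, 0.718 and 0.705 in the highest, and 0.032, 0.018 and 0.02 with the length offset. Leaving out 1 library gave 0.347 to 0.387, 0.408 to 0.448 and 0.438 to 0.479, lowest without replicate 2 and highest without replicate 3 of Col-0 at nAT.

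In Col-0 at hAT, an estimated correlation raised the camera adjusted p to 0.151 for the egg cell, synergid, gibberellin and photosystem lists, 0.192 for SAUR, 0.223 for ribosomal and 0.332 for kinesin genes. With the length offset the DNA replication list passed (0.0389) and the gibberellin list did not (0.0662), and 1 auxin biosynthesis, 84 ribosomal and 11 SAUR genes were lower and 6 kinesins higher; 39 defensin-like genes were then lower in phyB than in Col-0 at hAT. The side turned with the length offset for the ARF family in Col-0 at hAT (0.595) and phyB at nAT (0.667), for auxin transport in 35S::PIF4 at nAT (0.00512) and for the ribosomal genes of phyB against Col-0 at hAT (0.00169).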

Differences from the paper's values

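The paper states more than 40 M reads per sample, while the lowest total of deposited gene counts is 18.38 M; no alternative set before the data were examined changes this total. The paper's figure is for reads, and the total here is for counts assigned to genes; the 2 are not on one scale.

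The paper's other values lie within 1.5 times those here, at the same thresholds for adjusted p and fold change. They are 8485 genes for Col-0 (8007 here), 1862 for phyB (1724) and 2612 for 35S::PIF4 (2339) at hAT against nAT, and 522 and 280 PIF4 targets (443 and 246). A fit with DESeq2 of only the libraries of each comparison, chosen after seeing the values, gave 8494, 1874 and 2633 genes and 522 and 280 targets, which is all of the paper's listed targets, so that it drops 0 of them; it shared 545 higher and 123 lower genes among the 3 temperature responses, where the paper's values are 542 and 121.

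The paper gives 61.3% as the share of genes higher in Col-0 at hAT that were higher in 35S::PIF4 at nAT. Here that share is 70%, and the share higher in both mutants is 65.5% (61.4% in the fit with DESeq2 of only the libraries of each comparison, chosen after seeing the values). The largest share of variance on a component, the paper's 53.15%, is taken as that of the first component, though the paper's text gives it as PC2. It is 61.1% here, and 54.2% with all genes kept.

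The paper states that all samples from nAT grouped together. On the first component, the means at nAT were -49.3 in Col-0, -32.6 in 35S::PIF4 and -8.77 in phyB, farther apart than the 26.1 to 33.8 at hAT. All libraries from nAT did lie on one side of those from hAT. With all genes kept, the means at nAT were -137 in Col-0, -11.7 in 35S::PIF4 and 6.72 in phyB. Those at hAT were then 42.8 to 50.1, so that the mutants at nAT lay nearer to them than to Col-0 at nAT.

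The paper states that several SAUR and Aux/IAA genes were higher in the cluster that holds Col-0 at hAT and both mutants. Of 34 tested SAUR genes 2 were higher and 21 lower in Col-0 at hAT, and of 26 Aux/IAA genes 1 was higher and 4 were lower, with a median of -0.28 inside the -0.64 to 0.09 of random lists matched on gene length and expression; in the paper's own auxin list, 5 of 18 were higher and 11 lower. ARF19 was higher, as the paper states, and ARF10 was higher in 35S::PIF4 at nAT but under the fold threshold in Col-0 at hAT. With the length offset, ARF19 was at 0.71 in Col-0 at hAT, 0.69 in phyB and 0.38 in 35S::PIF4 at nAT. ARF10 was then at 0.45 in 35S::PIF4 at nAT, and all of these values are under the fold threshold. The paper states that auxin biosynthesis genes were lower at hAT. In Col-0 TAA1 and TAR2 were lower, TAA1 only without the length offset, and no YUCCA gene was called. The paper's reporters in mature ovules at hAT were stronger for YUC8 and weaker or absent for YUC4, whereas whole pistils were measured here. The paper describes the falls of SPL5 and SPL9 as slight; they were -2.04 and -1.52 in Col-0 at hAT, but -0.62 and -0.94 in phyB and -0.76 and -0.36 in 35S::PIF4 at nAT, under the fold threshold and nearer to that description.

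The paper states that terms of brassinosteroid, gibberellin, abscisic acid and jasmonic acid were lower in 35S::PIF4 alone. Its sentence names 35S::PIF4 at hAT against Col-0 at nAT, a comparison not analysed here; the values below are for 35S::PIF4 at nAT, the group that the sentences around it compare. Gibberellin genes were lower in 5 of 16 cases in each of the 3 comparisons. Of the brassinosteroid and abscisic acid genes none was lower in 35S::PIF4 at nAT. These counts use edgeR's adjusted p and the fold threshold, while for its GO analysis the paper names an adjusted p alone. Of 15 jasmonic acid genes, 4 were lower in 35S::PIF4 at nAT (camera adjusted p = 0.00334, adjusted p = 0.307 with an estimated correlation). The median of this list, -0.55, lay inside the -0.73 to 0.22 of random lists matched on gene length and expression. The paper states that responses to auxin and ethylene were lower in all comparisons. Of 34 SAUR genes, 21 were lower in Col-0 at hAT, 23 in phyB and 19 in 35S::PIF4 at nAT (adjusted p = 0.192, 0.197 and 0.216 with an estimated correlation in camera), or 11, 11 and 5 with the length offset. In Col-0 and the mutants, 1 of 14 ethylene genes was lower in each comparison, EBF1 among them at -1.02 in Col-0. Against random lists matched on gene length and expression, the median of the ethylene list lay inside the range in Col-0 (0.26 against 0.09 to 1.05). It lay below the range in phyB (0.01 against 0.09 to 1.01) and 35S::PIF4 at nAT (-0.15 against 0.06 to 1.01).

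The paper states that DNA replication terms were higher in all 3 comparisons. Of 17 genes, 1 was higher and 3 were lower in Col-0 at hAT and in phyB at nAT, and 5 were higher in 35S::PIF4 at nAT. The medians of this list were 0.24, 0.51 and 0.78, each inside the range of random lists matched on gene length and expression. These lists are not the GO terms of the paper, so that the 2 do not test the same genes. For its GO analysis the paper names genes at an adjusted p under 0.05. The counts of list members here also need the fold threshold, so that smaller changes are not counted.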

Other observations

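The values of APX2, HSP17.6C, CYP21-2 and PIL1 in this part were chosen only after they were seen.

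At hAT, heat shock genes were higher in pistils of 35S::PIF4 than in those of Col-0. Of 18 heat shock response genes, 12 were higher in 35S::PIF4 than in Col-0 (median log2 fold change 2.51, adjusted p = 8.43e-05 with an estimated correlation in camera), and of 20 tested small heat shock protein genes 10 were higher (adjusted p = 0.000372 with an estimated correlation). In phyB 5 heat shock response genes were higher (camera adjusted p = 4.13e-05, adjusted p = 0.0674 with an estimated correlation) and 7 small heat shock protein genes (camera adjusted p = 0.113). MED37C, an HSP70, had 119 ± 7.92 CPM in Col-0, 509 ± 99.5 CPM in phyB and 2270 ± 64 CPM in 35S::PIF4 at hAT (SD, n = 4 each). HSFA2, the factor that prolongs the heat shock response, was higher than in Col-0 at hAT by 2.04 in phyB (standard error 0.22, adjusted p = 1.29e-07) and by 5.33 in 35S::PIF4 (standard error 0.22, adjusted p = 3.51e-16, both from edgeR). At nAT it was higher than in Col-0 by 4.03 in phyB (standard error 0.28, adjusted p = 7.58e-13 from edgeR), where 8 of the 20 small heat shock protein genes were higher and 1 was lower. In 35S::PIF4 from nAT to hAT, small heat shock protein genes had a median of 2.73 (adjusted p = 0.00579 with an estimated correlation in camera). APX2, a heat-induced ascorbate peroxidase, had 2 counts over the 4 libraries of 35S::PIF4 at nAT and 1794 at hAT, a ratio of 1020 (95% Poisson interval 282 to 8430), and HSP17.6C had 3 and 10479, a ratio of 3970 (interval 1360 to 19300), for counting error only.

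PIL1, HFR1, HAT4 and PIF5 were higher in phyB than in Col-0 at hAT. PIL1, a PIF target of the shade response, had 37.7 ± 1.01 CPM in phyB and 9.14 ± 0.823 CPM in Col-0 at hAT (SD, n = 4 each; log2 fold change 2.04, standard error 0.12, adjusted p = 3.12e-12 from edgeR), and 15.3 ± 1.72 CPM in 35S::PIF4. HFR1 was higher in phyB by 1.45 and HAT4 by 1.42, and PIF5 by 1.29 (adjusted p = 5.39e-14, 9.52e-09 and 2.76e-10 from edgeR). Of 20 tested genes that PIF4 induces in seedlings, 3 were higher than in Col-0 at hAT in phyB and 3 in 35S::PIF4 (adjusted p = 0.0225 and 0.0282 with an estimated correlation in camera). CYP21-2, a cyclophilin gene, separates the 8 libraries of phyB from the other 16: it had 0.676 ± 0.102 CPM at nAT and 0.675 ± 0.143 CPM at hAT in phyB (SD, n = 4 each), and group means of 17.4 to 23.2 CPM in Col-0 and 35S::PIF4.

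Defensin-like genes and some synergid genes were lower in phyB than in Col-0 at hAT. Of 9 synergid genes, 3 were lower (median -0.95, adjusted p = 0.0225 with an estimated correlation in camera), and the 76 lower defensin-like genes stood against 1 that was higher (median -1.15, adjusted p = 0.00208 with an estimated correlation), or 39 against 1 with the length offset. The egg cell list had a median of -0.48 in phyB (camera adjusted p = 0.00101, adjusted p = 0.0649 with an estimated correlation). LURE1.2 was at -1.62 (standard error 0.19, adjusted p = 9.91e-07) and XIUQIU4 at -1.72 (standard error 0.14, adjusted p = 7.27e-10, both from edgeR). In 35S::PIF4 25 defensin-like genes were lower than in Col-0 at hAT, or 29 when adjusted over the list alone (adjusted p = 0.0116 with an estimated correlation), and the egg cell list had a median of -0.69 (adjusted p = 0.00814 with an estimated correlation).

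In 35S::PIF4 at hAT against nAT, the shares of counts in RNA that mostly lacks a poly(A) tail were 0.189% ± 0.0302 against 0.147% ± 0.00572 for rRNA, 0.0341% ± 0.00156 against 0.0264% ± 0.000664 for snoRNA and 0.00166% ± 8.45e-05 against 0.00128% ± 4.36e-05 for tRNA genes, while that of the chloroplast genome was 0.0106% ± 0.00162 against 0.0101% ± 0.00115 (SD, n = 4 each). In the same comparison, 18 of 33 tested genes of the mitochondrial genome were higher (median 1.22, camera adjusted p = 0.000151, adjusted p = 0.0808 with an estimated correlation; 13 with the length offset), CCB206 among them at 2.08 (standard error 0.24, adjusted p = 7.34e-08 from edgeR). Histone genes were lower: 15 of 44 in 35S::PIF4 at hAT (camera adjusted p = 1.15e-15, adjusted p = 0.114 with an estimated correlation), with H2AV at -1.20 (standard error 0.17, adjusted p = 1.79e-06 from edgeR), and 23 of 44 in Col-0 at hAT, where 2 were higher (camera adjusted p = 1.31e-11, adjusted p = 0.223 with an estimated correlation).

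For each of the 9 comparisons of groups, 1 of the 35 ways to divide the 8 libraries, the real one, gave as many called genes in edgeR. The highest of the others was 0. The other divisions mix groups that differ, which widens their spread and leaves few calls. A share of 1 in 35 is the smallest that this test can give. It does not tell the condition apart from anything else that the 4 libraries of a group share. The real values in these tests, fitted on the 8 libraries alone, were 7520 in Col-0, 1479 in phyB and 2057 in 35S::PIF4 for hAT against nAT, and 6591 in phyB and 6118 in 35S::PIF4 at nAT against Col-0 at nAT. Against Col-0 at hAT they were 1643 in phyB and 1867 in 35S::PIF4 at nAT, and 922 in phyB and 670 in 35S::PIF4 at hAT.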
